# Loss of smelling is an early marker of aging and is associated with inflammation and DNA damage in C57BL/6J mice

**DOI:** 10.1111/acel.13793

**Published:** 2023-02-27

**Authors:** Xiuli Dan, Beimeng Yang, Ross A. McDevitt, Samuel Gray, Xixia Chu, Quia Claybourne, David M. Figueroa, Yongqing Zhang, Deborah L. Croteau, Vilhelm A. Bohr

**Keywords:** aging, DNA damage, inflammation, NAD^+^, smelling loss

## Abstract

Olfactory dysfunction is a prevalent symptom and an early marker of age‐related neurodegenerative diseases in humans, including Alzheimer's and Parkinson's Diseases. However, as olfactory dysfunction is also a common symptom of normal aging, it is important to identify associated behavioral and mechanistic changes that underlie olfactory dysfunction in nonpathological aging. In the present study, we systematically investigated age‐related behavioral changes in four specific domains of olfaction and the molecular basis in C57BL/6J mice. Our results showed that selective loss of odor discrimination was the earliest smelling behavioral change with aging, followed by a decline in odor sensitivity and detection while odor habituation remained in old mice. Compared to behavioral changes related with cognitive and motor functions, smelling loss was among the earliest biomarkers of aging. During aging, metabolites related with oxidative stress, osmolytes, and infection became dysregulated in the olfactory bulb, and G protein coupled receptor‐related signaling was significantly down regulated in olfactory bulbs of aged mice. Poly ADP‐ribosylation levels, protein expression of DNA damage markers, and inflammation increased significantly in the olfactory bulb of older mice. Lower NAD^+^ levels were also detected. Supplementation of NAD^+^ through NR in water improved longevity and partially enhanced olfaction in aged mice. Our studies provide mechanistic and biological insights into the olfaction decline during aging and highlight the role of NAD^+^ for preserving smelling function and general health.

**Abbreviations**
DG: dentategyrus
GCL: granule cell layer
GL: glomerular layer
GO: gene ontology
HPC: hippocampus
NAD^+^
: nicotinamideadenine dinucleotide
NR: nicotinamide riboside
OB: olfactory bulb
PARylation: ADP‐ribosylation
PFC: prefrontal cortex

## 1 INTRODUCTION

The prevalence of olfactory dysfunction increases significantly in older individuals, as more than 50% of people at 65–80 years old experience decreased ability to smell (Palmquist et al., 2020; Seubert et al., 2017). The loss of olfaction has a profoundly negative impact on patients' reported enjoyment of food and quality of life; however, no treatments are available for olfactory dysfunction (Daramola & Becker, 2015).

An increasing body of evidence suggests that olfactory dysfunction is an early biomarker for Alzheimer's and Parkinson's diseases, appearing prior to cognitive and motor dysfunction (Dan et al., 2021; Murphy, 2019). However, olfactory dysfunction can also occur in aged humans and animals in the absence of a disease‐associated pathology. Thus, it is important to distinguish olfactory dysfunction linked to nonpathological aging from disease‐associated pathology. This is a challenge in human populations, where there are limited tools for identifying prodromal neurodegenerative diseases.

Various animal models have been used to study olfaction, including mice, rats, *Caenorhabditis elegans*, and fruit flies. Among these, the olfactory system of mice and rats is structurally and functionally most similar to the olfactory system in humans (Dan et al., 2021). In animal models, well‐characterized assays are available to assess several domains of olfactory function, including odor detection, odor sensitivity, odor discrimination, and odor habituation (Dan et al., 2021). Although aging‐related olfactory dysfunction has been investigated in prior studies using various strains of rodent models (Kraemer & Apfelbach, 2004; Patel & Larson, 2009), a majority of these prior studies only assess one or two domains of olfaction; furthermore, in most of these studies the inclusion of only a single “aged” time point prevented assessment of progressive aspects of olfactory loss throughout aging. Thus, it is not known whether different domains of olfactory function decline at different ages in mice.

Nicotinamide adenine dinucleotide (NAD^+^) is a coenzyme for redox reactions and an essential cofactor for non‐redox NAD^+^‐dependent enzymes which plays vital roles in DNA repair, cell metabolism, and cell survival (Covarrubias et al., 2021). The abundance of NAD^+^ declines gradually in animals and humans with age, which may contribute to age‐associated cognitive decline, cancer risk, and increased susceptibility to age‐related disease (Covarrubias et al., 2021). Dosing with supplemental NAD^+^ has been explored in normal aging and specific age‐related diseases. Despite reports of NAD^+^ decline in aging, NAD^+^ has been intensively investigated in hippocampal brain tissue, skeletal muscle, adipose tissue, and liver, but not studied in many other tissues (Peluso et al., 2021). To date, there is little information on NAD^+^ abundance in the olfactory bulb, changes with age, and its response to supplementation with NAD^+^.

Here, we used wild‐type C57BL/6J mice, a commonly used mouse strain for aging research, to systematically investigate olfaction decline during aging. We tracked the changes of olfactory function in different domains across the lifespan (mature, middle age, old age, and advanced old age), comparing their time courses with other cognitive and motor changes in aging. We explored molecular mechanisms that drive olfactory dysfunction, and we tested the effects of NAD^+^ analog nicotinamide riboside (NR) on olfactory function in aged mice.

## 2 RESULTS

### 2.1 Aged mice show deficits in olfactory functions

C57BL/6J mice at mature age (5M), middle age (13M), old age (21M) and advanced age (31M) were used in the present study. Significant weight gain was observed from 5 to 21 months of age, while animal weight decreased from 21 to 31 months of age (Figure S1A), similar to changes during mid‐ and late life stages of humans. Interestingly, male mice had a higher weight than age‐matched female mice in the 5, 13 and 21M groups, while no significant difference in weight was observed in males and females at 31M (Figure S1B).

To evaluate olfactory function, we performed several well‐characterized behavioral assays to assess the four major domains of olfaction which include odor detection, sensitivity, discrimination, and habituation for different odors. In the buried food test, the time required for a food‐deprived mouse to find and grasp a hidden/buried piece of food was recorded to measure odor detection. Our results showed that aged mice spent a significantly longer time before digging in the correct location (Figure 1a) and to retrieve the buried food (Figure 1b). There were no sex differences in the buried food test. There were no significant differences in total distance traveled in the open field across age groups (Figure S1C), suggesting that the differences in the buried food test were not due to mobility but specific to odor detection ability.

**FIGURE 1:**
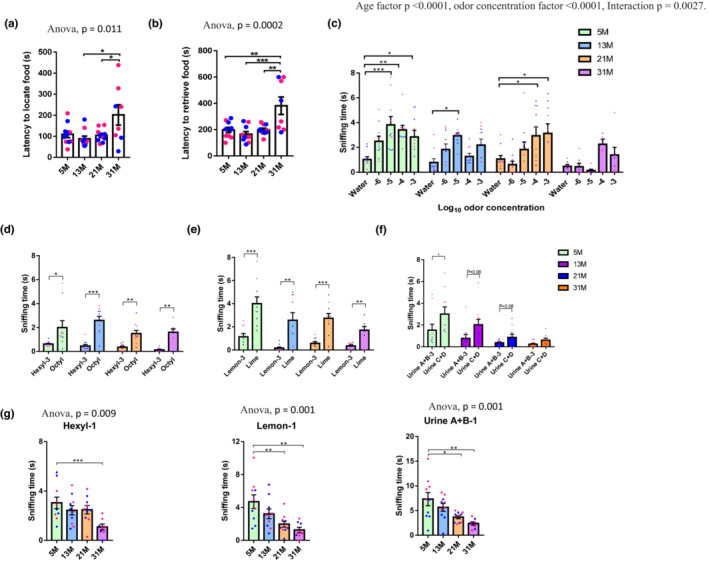
Aged mice show deficits in odor detection, sensitivity, and discrimination. (a, b) Time to locate (a) and retrieve food (b) in the buried food test. One‐way ANOVA followed by Tukey's multiple comparisons test was applied for statistical analysis. *N* = 8–10 mice per group. (c) Odor sensitivity test. Two‐way ANOVA followed by Turkey's multiple comparison test was applied for multiple comparison. The average sniffing time on the last two presentations of water are plotted. *N* = 7–10 mice per group. (d–f) Discrimination of similar odor pairs in the habituation–dishabituation task. Paired *t* tests (two‐tailed) were performed to compare the sniffing time between the third presentation of odor A (A‐3) and subsequent presentation of odor B. Odor pairs include hexyl acetate and octyl acetate (d), lemon and lime extracts (e) and mouse urine pools (f). *N* = 8–10 mice per group. (g) Time investigating novel odorants. One‐way ANOVA was applied for statistical analysis. *N* = 8–10 mice per group. Blue and red dots, respectively, represent male and female mice for all graphs. Values are mean and SEM, *p < 0.05; **p < 0.01; ***p < 0.001.

To assess odor sensitivity, the responses of mice to dilutions of orange extract were investigated. As shown in Figure 1c, 5M and 13M mice were able to differentiate water from orange extract diluted 10^5^‐fold, while the sensitivity threshold was worse for mice older than 13M. Specifically, the threshold for 21M mice was 10^4^‐fold dilution, while 31M mice could not detect the odorant at the highest tested concentration (10^3^‐fold dilution). These results show that there is an age‐dependent decline of odor sensitivity. In addition, 5M females showed higher odor sensitivity (lower concentration threshold for odor detection) than age‐matched males, while no sex‐specific differences were observed in mice in other age cohorts (Figure S1D).

To characterize changes in odor habituation and odor discrimination with aging, mice were presented with cotton swabs dipped in the same odorant (odor A) 3 times in a row before a new odorant (odor B) was presented. Mice normally spend less time sniffing a repeatedly presented odor due to habituation. When a new odor is presented, mice spend more time investigating it if they are able to distinguish it from the previously presented odor (Tzeng et al., 2021). Odorant pairs used in this assay were hexyl acetate versus octyl acetate (sweet, fruity smelling chemicals found in fruits and cheeses), lemon versus lime extracts, and two pools of mixed urine from two separate pairs of 6‐week‐old male mice (“A + B” and “C + D”). Mice in all age groups showed similar habituation to three presentations of hexyl acetate, lemon, and urine A + B (Figure S1E).

To check whether the mice were able to discriminate the presence of a new odor (octyl acetate, lime or urine C + D), we measured whether they spent more time investigating the new odor B versus the third presentation of odor A. Mice in all age groups had preserved discrimination for food odors; however, for urine odors, which are associated with social activity, only 5M mice were able to distinguish urines collected from different pairs of mice (Figure 1d–f). These results indicate that odor discrimination ability was lost during aging in mice. In addition, notable aging effects were observed in the investigative response to the first presentation of odor A (Figure 1g), with reduced sniffing time at 21 and 31M.

We also compared the performance of female and male mice at different ages for different pairs of odors. Major sex differences were observed in differentiating hexyl acetate from octyl acetate. Female mice in all age groups except 5M were able to distinguish these two odors while male mice at 5, 21 and 31M all failed to do so (Figure S2A). With respect to new odor investigation (namely odor A‐1), combining the sexes, mice started to show significantly decreased exploring time at 21M for lemon and urine and at 31M for hexyl acetate (Figure 1g). Further analysis comparing female and male separately (Figure S2B) indicated that young (5M) female mice generally showed more interest in investigating the new odors (urines and lemon) than aged‐matched male mice. A significant decrease of odor investigation behavior for lemon and urine was observed among female mice during aging, while this behavior was not significantly changed for male mice in any tested odor.

To compare these results to the time course of changes related with other behaviors, we performed additional assays related with motor functions and memory. In the open field test, mice showed a significant decline in vertical rearing activity with aging (Figure S3A); and this decline was significant in female but not in male mice (Figure S3B), similar as the observed decline in new odor exploration with age in these mouse cohorts. In the rotarod test, latency to fall off was longer in 5M old mice than in other age groups; this difference was statistically significant in Trial 5 (Figure S3C). This suggests a decline in motor coordination and balance with aging. No sex‐specific differences were observed in performance in the rotarod. DigiGait testing was used to analyze gait of mice on a motorized treadmill. The ataxia coefficient, defined as the difference between minimum and maximum stride length divided by average stride length, was significantly higher in 31M mice than in 13M mice (Figure S3D). This finding indicates greater step to step variability in aged mice. In addition, older mice had higher hind stance width, but other parameters, including paw overlap distance, hind paw angle, and hind‐midline distance (Figure S3D) were lower in older than in younger mice, indicating a significant change in gait with age. To characterize fear memory, mice were subjected to the fear context discrimination test. Unlike younger groups, 31M old mice could not discriminate between shock‐paired and unpaired environments (Figure S3E). There were no significant differences between female and male mice. In Y‐maze spontaneous alternation, a measure of spatial working memory, no significant differences were observed between age groups or between female and male mice (Figure S3F).

A summary of the behavioral changes with age is shown in Table 1. We found dysfunction in smelling to be among the earliest changes in behavior with aging in C57BL/6J mice, especially odor discrimination, sensitivity, and new odor investigation.

**TABLE 1:** The age group showing a difference relative to 5M group.

Age	13M	13M	21M			31M		Intact		
Behaviors	Odor discrimination	Motor coordination and balance	Odor sensitivity	Odor investigation interest	Gait	Odor detection	Fear context discrimination	Odor habituation	Travel distance	Spatial work related
Sex difference	Yes (13, 21 and 31M)	No	Yes (5M)	Yes (5M)	No	No	No	Yes (31M)	No	No

### 2.2 Metabolic changes during aging in brain regions associated with olfactory function

To identify metabolic changes associated with smelling dysfunction during aging, metabolites from the olfactory bulb (OB), hippocampus (HPC), and prefrontal cortex (PFC) were analyzed. In total, we identified 127 known and 226 unknown metabolites, using metabolite abundance in 3M old mice as a reference. The data in the heatmap (Figure S4A) summaries the fold‐change of all known and unknown metabolites with age. We mainly focused on the analysis of known metabolites. Specifically, there were 20, 15, and 25 significantly changed known metabolites in the OB, HPC, and PFC regions as compared to 3M, respectively (Figure 2a–c and Figure S4B). 6 metabolites were commonly changed across all tested brain regions while 3 were uniquely changed between the OB and HPC, 4 uniquely changed between the OB and PFC and 0 between HPC and PFC (Figure S4B). And 7 metabolites were uniquely identified as showing age‐dependent changes in abundance within OB tissue (Figure S4B).

**FIGURE 2:**
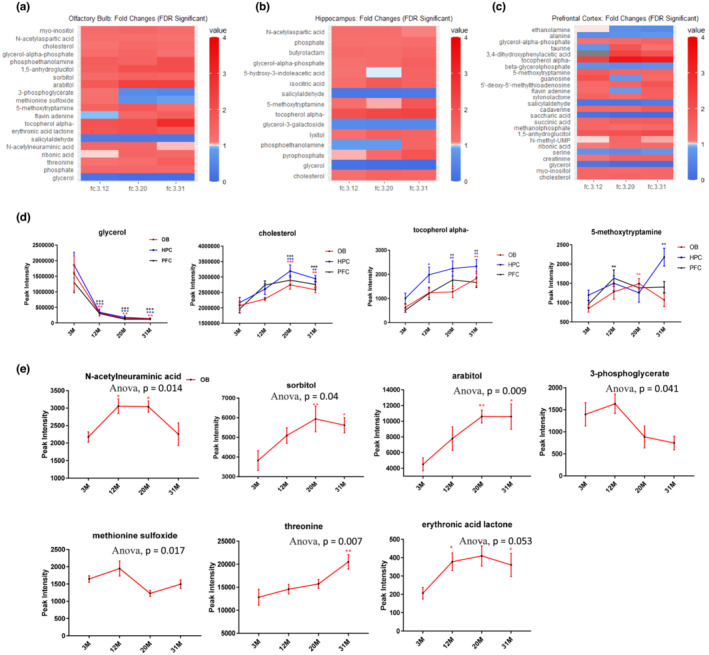
Metabolism is significantly changed in different brain regions related with olfactory function. (a–c) Heatmaps for significant known metabolites. False discovery rate (FDR) corrected *p*‐values and the fold changes as compared to 3M group. A color bar with scales for each heatmap is included. (d) Metabolites that were significantly changed in all tested brain tissue during aging. (e) Metabolites that were exclusively changed in OB during aging. One‐way ANOVA followed by corrected method of Benjamini and Yekutieliis performed as compared to 3M group in (d–e) for each type of tissue. *N* = 5 mice per group. There are 2 male and 3 female mice in 3M, 12M and 20M groups, 1 male and 4 female in 31M group. Values are mean and SEM, *p < 0.05; **p < 0.01; ***p < 0.001.

Among metabolites commonly altered in all regions (Figure 2a–c), glycerol abundance sharply declined while the level of cholesterol and alpha tocopherol gradually increased with aging (Figure 2d). The effects of these metabolites on metabolism and health are well studied (Deocaris et al., 2008; Feringa & van der Kant, 2021; La Fata et al., 2014; Martin et al., 2014; Snell & Johnston, 2014) and their consistent changes with aging indicate potential use as aging markers for the brain. Routinely, studies have shown that abnormal cholesterol metabolism is associated with neurodegenerative disease (Feringa & van der Kant, 2021) and alpha tocopherol plays a neuroprotective role as an important antioxidant (La Fata et al., 2014), indicating a strong connection between these metabolites with the aging process. Additionally, 5‐methoxytryptamine changed with age in different patterns in these regions and it was specifically increased in the 12M PFC, 20M OB, and 31M HPC (Figure 2d). As this substance is an antioxidant and can protect against both tau hyperphosphorylation and amyloid‐beta pathology (Wang & Wang, 2006), its increase might be an adaptive response during aging to antagonize oxidative reactions and protein aggregates.

Seven metabolites were exclusively changed in the OB during aging, including sorbitol, arabitol, 3‐phosphoglycerate, methionine sulfoxide, erythronic acid lactone, N‐acetylneuraminic acid, and threonine (Figure 2e). Among these, N‐acetylneuraminic acid is the predominant sialic acid in human cells and it plays a role in preventing infection (Wasik et al., 2016). In our study, N‐acetylneuraminic acid was significantly and specifically elevated in the OB at 12M and 20M, indicating a potential OB‐specific response to immune‐related response during aging.

Finally, among the 20 changed metabolites in the OB, four of them (glycerol, sorbitol, myo‐inositol, and N‐acetylaspartic acid) function as osmolytes, which is important in cell volume adaptation (Figure S4B). As regulation of cell volume is particularly important in the central nervous system (Fisher et al., 2010), changes of these osmolytes during aging could potentially contribute to neuronal dysfunction. Interestingly, these osmolytes showed early changes in C57BL/6J mice at ages that corresponded to initial defects in olfaction. In addition, cholesterol (Ferris et al., 2017) and myo‐inositol (Haris et al., 2011) play roles in glial cell function; their increased abundance in the OB during aging may indicate involvement of glial cells. In summary, metabolites involved in oxidative stress regulation, infection, osmolyte homeostasis, and glial response may play roles in aging‐related olfactory dysfunction in mice.

### 2.3 Inflammatory responses are increased in brain regions related to olfactory function during aging

To characterize molecular mechanisms of smelling loss in aging, we performed unbiased gene expression microarray analysis on OB, HPC, and PFC tissue in the mouse cohorts used in this study. 

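RNA from OB, HPC and PFC of mice aged 5M, 13M, 21M and 31M was labelled with 1 dye and hybridized to Agilent mouse oligonucleotide arrays, 1 sample per array. Each brain region and age has 4 arrays, 2 labelled male (M1 and M2) and 2 labelled female (F1 and F2), which makes 48 arrays. The authors deposited the intensities of each spot, which the scanner's software had corrected for background within the array and not between arrays. They also deposited a table of scores, which equal the Z score of the log10 intensity over all spots of the same array (largest gap 0.005). Each array holds 62976 spots, of which 3671 are controls, and the others carry 56605 probes. A gene symbol could be matched to 32989 probes through their RefSeq accessions (gene names of the assembly GRCm38.p6), which gave 22907 genes. The log2 intensity of each probe was expressed relative to the 75th percentile of its array, spots that the scanner's software marked as outliers were left out, and each gene was read from its brightest probe. A gene was tested in a region when its probe lay well above background on all 4 arrays of at least 1 age, which left 17649 genes in OB, 20240 in HPC and 18245 in PFC. The 16 arrays of a region were fitted together with limma, with age and labelled sex in the model, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. The number of arrays limits the precision, and an exact permutation test of 4 arrays against 4 cannot give a p below 0.029.
The 75th percentile of log2 intensity lay between 9.73 and 11.2 on all arrays except F1 and F2 of HPC at 5M, where it was 12.8 and 12.6. These 2 arrays also had 1959 and 4289 spots marked as outliers, against 44 to 333 on the others. In each region the arrays of 5M and 13M shared 1 slide and those of 21M and 31M another. A comparison of 21M or 31M with 5M is therefore also one between slides. Arrays of 5M and 21M lay in 1 row of their slide and those of 13M and 31M in the other. A comparison of 13M or 31M with 5M, or of 31M with 21M, is therefore also one between rows.

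**Figure D1:**
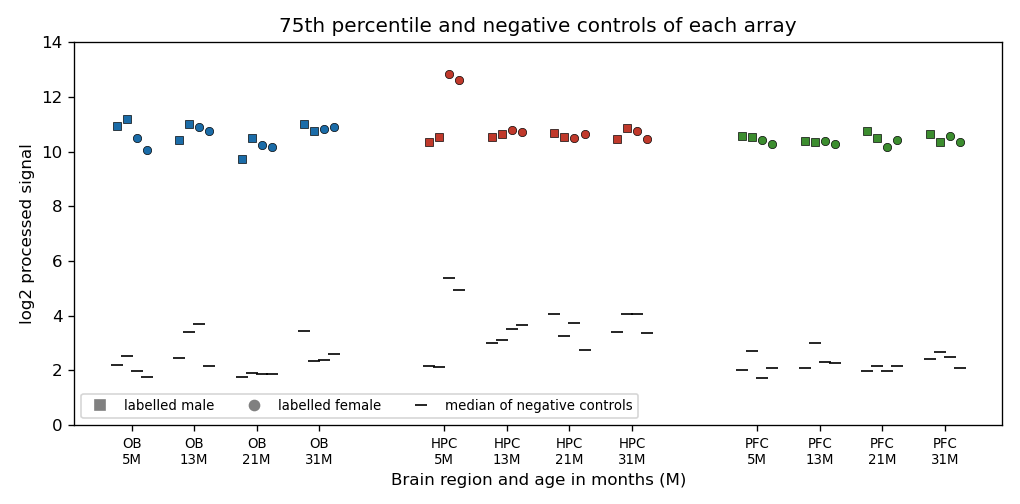
The 75th percentile of the log2 processed signal of each array (squares labelled male, circles labelled female) and the median of its negative controls (dashes), by brain region and age. Arrays F1 and F2 of HPC at 5M stand at 12.8 and 12.6, above all others.

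Transcripts of the sex chromosomes were read on each array. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were all well above background on 22 of the 24 arrays labelled female. Array M1 of 21M, labelled male, had Xist above background in each region, with none of the 4 Y-linked genes above background in OB and PFC and 1 of the 4 in HPC. Sex is named here as labelled.

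**Figure D2:**
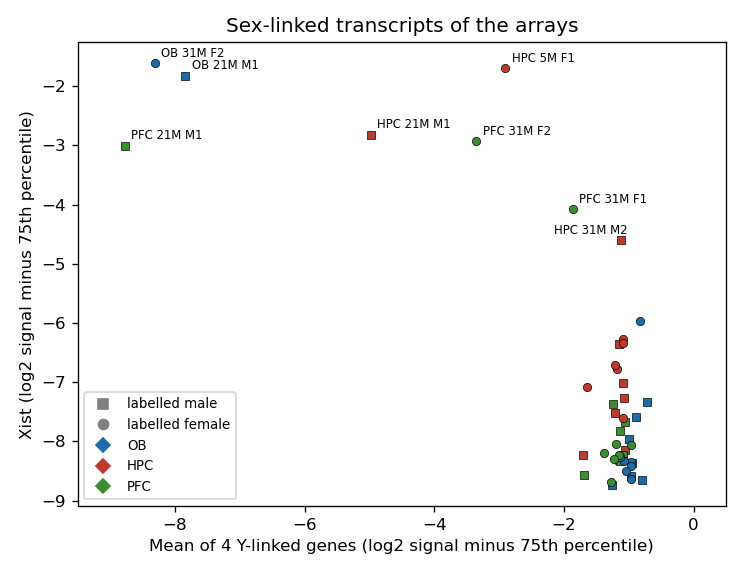
Log2 signal of Xist against the mean of 4 Y-linked genes on each array with a value for both, relative to the array's 75th percentile. The arrays with their label printed lie away from the cluster of high Y-linked and low Xist signal, which holds most arrays labelled female.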

Cross‐tissue analysis showed that the number of significantly changed genes increased with age in all tested brain tissues and that there was greater overlap in the genes identified in the OB and PFC regions than in the OB and HPC regions (Figure S5A). 

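Compared with 5M, 98 genes were changed in OB at 13M (51 higher and 47 lower), 183 at 21M (82 higher and 101 lower) and 465 at 31M (227 higher and 238 lower). In PFC the counts were 352 (119 higher and 233 lower), 722 (491 higher and 231 lower) and 4818 (3507 higher and 1311 lower). That balance depends on the scale, since the deposited scores gave 134 higher and 234 lower in PFC at 21M and 2389 higher and 4007 lower at 31M, and Z scores within each array 3058 and 3177 at 31M. In HPC they were 6045 (4200 higher and 1845 lower), 8914 (5853 higher and 3061 lower) and 10295 (6712 higher and 3583 lower). The median log2 change of all genes tested in HPC was itself 0.46 at 13M, 0.44 at 21M and 0.43 at 31M. Without arrays F1 and F2 of HPC at 5M the median change was 0.05, -0.01 and 0.04. Between 21M and 31M, limma called 2 genes in OB, 59 in PFC and 0 in HPC, where 200 genes had an unadjusted p under 0.05. The t-test that the methods name for pathways, applied here to single genes, called 1 in HPC. On Z scores within each array the counts in OB were 8, 6 and 84, and of the last 22 were higher and 62 lower. A further rule asked for a fold of at least 1.5, an unadjusted p under 0.05 and an adjusted p not above 0.3. At 13M and 31M, but not at 21M, it tipped the balance the other way. In OB it gave 1377 higher and 81 lower at 13M, 193 and 212 at 21M and 778 and 173 at 31M. Single arrays moved many of these counts. In OB the count at 31M was 136 without array M2 of 31M and 705 without array F2 of 5M, that at 21M was 42 without array F1 of 21M and 424 without array F2 of 5M, and that at 13M was 16 without array M2 of 13M and 272 without array F2 of 5M. The count in HPC at 13M was 0 without array M1 of 13M (limma) and 10005 without array M2 of 5M, and that at 21M was 1211 without array F1 of 21M. In PFC the count at 13M was 107 without array F1 of 13M, that at 21M was 221 without array M2 of 21M and 1149 without array M1 of 21M, and that between 21M and 31M was 3 without array F1 of 21M.

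**Figure D3:**
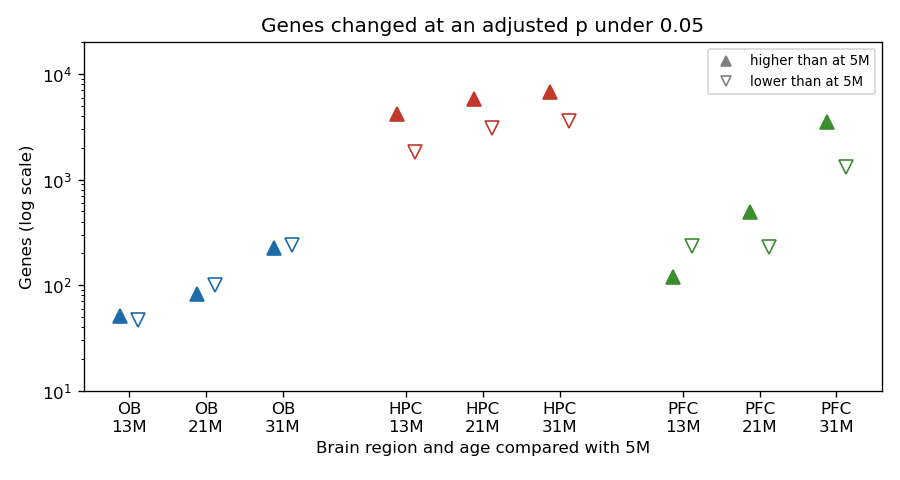
Number of genes higher (filled triangles) and lower (open triangles) than at 5M in each brain region, on a log scale. The counts rise from 13M to 31M in each region with the main choices of processing, and on Z scores the 3 counts in OB are 8, 6 and 84.

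At 31M, 314 genes were changed in the same direction in OB and PFC, where 52.4 would be shared if the calls were independent among the 17140 genes tested in both. OB and HPC shared 225 genes, where 110 would be shared, and 23 more were called in opposite directions. HPC and PFC shared 2670, and 170 were shared by all 3 regions. The order of the first 2 overlaps turned with 2 alternatives, all 48 arrays in 1 model (117 and 223) and a fold of at least 1.5 with an unadjusted p under 0.05 and an adjusted p not above 0.3 (511 and 551). Without array M2 of OB at 31M the overlap was 94 with PFC, 71 with HPC and 57 with both. At younger ages OB shared fewer genes with PFC than with HPC, 20 and 38 at 13M and 65 and 70 at 21M. Independent calls would share 0.943 and 14.1 at 13M and 3.35 and 36.7 at 21M.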

Interestingly, among the commonly changed eight genes in OB, HPC, and PFC at 31M (*SLAMF9*, *CD52*, *C4A*, *IRF7*, *IFI27L2A*, *C4B*, *EGR2*, and *GM1987*), five of them (*SLAMF9*, *CD52*, *C4A*, *C4B*, and *EGR2*) were reported to be changed in mouse microglia during aging in Diseases/Drugs analysis through Enrichr (Holtman et al., 2015; Xie et al., 2021). These data are consistent with the later GFAP and IBA1 staining which suggested involvement of glial cells. 

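C4b (NM_009780) rose in OB from 2.65 ± 0.25 (SD, n = 4 arrays) at 5M to 3.79 ± 0.50 (n = 4) at 31M on the log2 scale relative to the 75th percentile. Its log2 change was 1.14 in OB (standard error 0.19, adjusted p = 0.0074 from limma), 2.42 in HPC (standard error 0.45, adjusted p = 0.00289) and 2.95 in PFC (standard error 0.16, adjusted p = 6.02e-08). C4a, Cd52, Slamf9, Irf7 and Ifi27l2a were also higher at 31M in each region, by 1.08 to 2.98. Egr2 and Gm1987 were lower in each region, Egr2 by a log2 change of -1.42 in OB, -1.16 in HPC and -1.52 in PFC. All 8 genes were called changed in HPC and in PFC. In OB, 5 of the 8 were called, and the adjusted p was 0.0594 for Irf7, 0.123 for Ifi27l2a and 0.149 for Egr2. Adjusted over the list alone, 8 of 8 were called in OB, but the list was chosen on these samples, so this is not independent evidence. Without array M1 of OB at 31M the log2 change was 1.63 for Irf7 and 1.50 for Ifi27l2a, with an adjusted p of 0.00625 and 0.0141. With each array left out in turn, Cd52 in OB was called in 3 of 8 fits, C4a in OB in 4 of 8, Egr2 in HPC in 5 of 8 and Gm1987 in HPC in 1 of 8. Genes named in HPC share the median change of that region, given above.

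**Figure D4:**
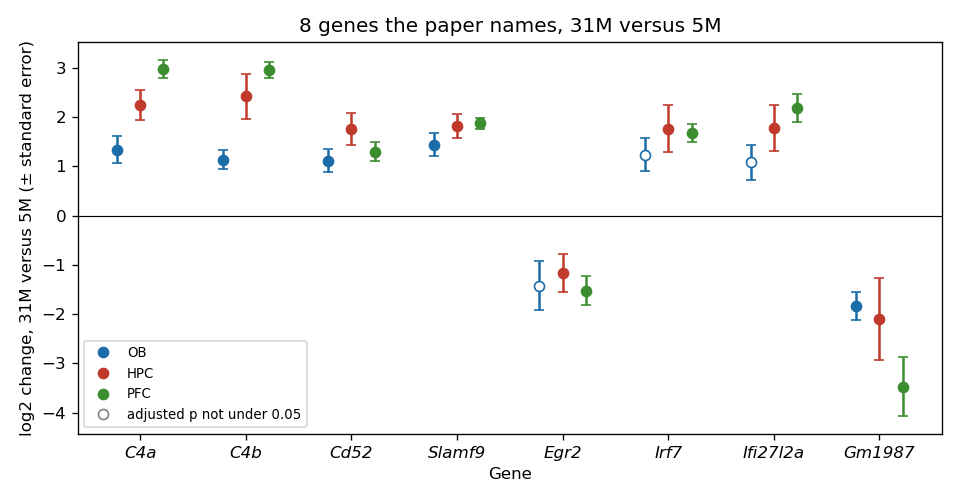
Log2 change from 5M to 31M of the 8 genes in OB, HPC and PFC, with the standard error from limma. Open circles are changes with an adjusted p not under 0.05, which are Irf7, Ifi27l2a and Egr2 in OB.

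A list of microglia genes, written before the data were examined, had a mean log2 change from 5M to 31M of 0.42 in OB, 0.71 in HPC and 0.67 in PFC (exact permutation test of 4 arrays against 4, two-sided, p = 0.029 in each region, the smallest it allows). The gene set test camera with the correlation between genes estimated from the arrays gave adjusted p of 0.259, 0.908 and 0.299.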

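In OB at 31M, 79 of the 465 genes changed were called in neither HPC nor PFC. Of 14 genes that the paper relates to sensory neurons, 11 were called changed in OB. Higher than at 5M were Acer2, Calca, Cyp26b1, Hrh3, Klhdc9 and Pcdhb14, and lower were Bdnf, Fndc9, Igfbpl1, Lypd1 and Pcsk1. The largest of these changes were a log2 change of 1.63 for Acer2 (standard error 0.24, adjusted p = 0.00367 from limma) and -1.18 for Pcsk1 (standard error 0.30, adjusted p = 0.0491). Pcsk1 was called in 0 and Pcdhb14 in 4 of the 8 fits with 1 array left out. Dclk1 (-0.02, adjusted p = 0.91), Adcyap1 (-0.57, adjusted p = 0.0777) and Vgf (0.09, adjusted p = 0.924) were not called. Without array M1 of 5M the log2 change of Vgf was -0.53, with an adjusted p of 0.00418. Adjusted over the list alone, 12 of the 14 were called, on samples that the list was chosen from. Calca, Fndc9 and Hrh3 were called in OB only. Of the same 14 genes 7 were called in HPC and 8 in PFC.
Of 4 genes related to the olfactory bulb, Prokr2, Igfbpl1 and Mir9-3hg (the symbol now given for AI854517) were called in OB and Dclk1 was not. Prokr2 had a log2 change of -2.28 in OB (standard error 0.24, adjusted p = 0.000544) and -0.48 in PFC (adjusted p = 0.0157), and 0.50 in HPC (adjusted p = 0.248). The differences between regions were not tested for single genes.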

Among the genes uniquely changed in OB (31M), many are related to sensory neurons (including *PCSK1*, *CALCA*, *BDNF*, *LYPD1*, *PCDHB14*, *FNDC9*, *DCLK1*, *ACER2*, *ADCYAP1*, *CYP26B1*, *IGFBPL1*, *VGF*, *HRH3* and *KLHDC9*) and olfactory bulb (including *PROKR2*, *IGFBPL1*, *AI854517* and *DCLK1*) by cell type analysis through Enrichr (Xie et al., 2021). 

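Of the 9 genes Dusp4, Xbp1, Egr3, Hspa5, Fosb, Fos, Ptgs2, Ramp1 and Atf3, all were lower in OB at 31M than at 5M and 7 were called changed. The log2 change of Fosb was -1.53 (standard error 0.21, adjusted p = 0.00238 from limma) and that of Dusp4 was -1.19 (standard error 0.13, adjusted p = 0.000758). Fosl2 fell by 1.54 on the log2 scale (adjusted p = 0.000758). Fos (-0.97, adjusted p = 0.322) and Ramp1 (-0.07, adjusted p = 0.745) were not called. Xbp1 and Hspa5 were each called in 2 of the 8 fits with 1 array left out, Egr3 in 3, Atf3 in 4 and Ptgs2 in 6. The same 9 genes were called 5 times in HPC (4 lower and 1 higher) and 5 times in PFC (all lower), and Dusp4 was the only one called in OB alone. Fos was called in HPC, with a log2 change of -1.61 (adjusted p = 0.00572).
A list of 30 immediate early genes, which includes members of the AP-1 network, was lower than at 5M at each age in OB, by a mean log2 change of -0.75 at 13M, -0.67 at 21M and -0.61 at 31M (exact permutation test, two-sided, p = 0.029 at each age). It was also lower in PFC, by -0.65, -0.57 and -0.48 (exact p = 0.029 at each age), and in HPC by -0.14, -0.15 and -0.18 (exact p = 0.43, 0.49 and 0.37). Relative to the median of all genes the change in HPC was -0.60, -0.61 and -0.64. Without arrays F1 and F2 of HPC at 5M, left out after the values were seen, it was -0.48 at 31M before that subtraction. At 31M the difference between OB and PFC had a permutation p of 0.58 and that between OB and HPC 0.12 (adjusted p = 0.88 and 0.67 over 24 comparisons between regions). The adjusted p from camera was 0.255 in OB at 31M, and that from fry, a rotation test of the set itself, was 0.0232. The hour of collection of each age group is not among the deposited labels.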

The pathways exclusively changed in the OB include BDNF signaling (*DUSP4*, *XBP1*, *EGR3*, *HSPA5*, *FOSB*, *FOS*, *PTGS2*, *RAMP1*, and *ATF3*), AP‐1 transcription factor network (*FOSB*, *FOS*, *ATF3*, and *FOSL2*), and IL‐17 signaling (*FOSB*, *FOS*, and *PTGS2*) etc. 

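The number of genes called changed at 31M was highest in HPC with each of the 19 choices of processing under which all 3 regions could be counted. At 13M it was highest in HPC with 18 of 20, the exceptions being the replicate label as a block (1 gene in HPC) and the t-test of the methods at an adjusted p under 0.05 (1 gene). At 21M it was highest with 17 of 19, and the exceptions, only the 2 ages compared in the model and the same t-test, gave 0 genes in HPC. Among the genes called at 31M, 6681 in HPC, 98 in OB and 1800 in PFC had a log2 change of more than 1 in either direction. All 4 arrays at 31M lay on 1 side of all 4 at 5M for 2030 of the genes tested in OB, 6823 in HPC and 4604 in PFC, where chance gives 2.86% of them. Of the genes called, 441, 6630 and 3883 did. With the level of the negative controls of each array in the model, 8912 genes were called in HPC at 31M, and without arrays F1 and F2 of 5M the number was 12000.
Among the genes called and separated in this way, the 5 ranked first by fitted change at 31M were Mrgprb8, Trpv1, Btnl4, Qrfprl and Msx3 in HPC, all higher. In OB they were Obox6, Spag6, Prl8a8 and Bhmt2, which were higher, and Gm3893, which was lower. In PFC they were Prl, Olfr5, Itgax and Scgb2b27, which were higher, and Ccl21a, which was lower. Spag6 had a log2 change of 3.45 (standard error 0.19, adjusted p = 3.38e-07 from limma), Itgax of 3.61 (standard error 0.31, adjusted p = 6.81e-06) and Ccl21a of -5.07 (standard error 0.91, adjusted p = 0.00103). The fitted change is no measure for genes near background at 5M, which include all 5 of HPC (above it on 0 to 2 of 4 arrays) and Bhmt2 in OB (1 of 4). Mrgprb8 was not above background on any array of HPC at 5M and was at least 5.86-fold higher at 31M. For Btnl4 in HPC, Obox6 and Prl8a8 in OB and Olfr5 and Scgb2b27 in PFC, also not above background on any array at 5M, the same bound was 5.29, 2.75, 2.03, 3.9 and 2.87. Prl8a8 was called in 0, Obox6 in 1 and Bhmt2 in 2 of the 8 fits with 1 array left out.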

Interestingly, more genes are differentially expressed with aging in the HPC than in the OB or PFC (Figure S5B). This indicates that HPC regions may be more sensitive and responsive to biological changes during aging (Hou et al., 2021).

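No gene ontology annotation was used, and lists of genes written before the data were examined stand for the terms. Antigen presentation genes (38 with a value in OB) had a mean log2 change from 5M to 31M of 0.48 in OB, 1.06 in HPC and 0.63 in PFC. Interferon response genes had one of 0.67, 1.11 and 0.88. The median of all genes in the set test, dim ones included, moved by 0.46 in HPC and by 0.11 in PFC. Relative to it, the antigen presentation genes were higher by 0.60 in HPC and 0.53 in PFC. A Z score over genes compares a set's mean change with that of all genes and treats genes as independent. For antigen presentation it was 1.2 in OB, 2.83 in HPC and 2.18 in PFC on the main scale, and 2.84, 4.11 and 4.05 on the deposited scores. Without arrays F1 and F2 of HPC at 5M, left out after the values were seen, it was 0.45 and 1.79 in HPC. In PFC all 38 antigen presentation genes were higher, in OB 37 of 38 and in HPC 28 of 37. The mean of each set per array differed between the ages with an exact permutation p of 0.029 (two-sided, the smallest 4 arrays against 4 allow), except for antigen presentation in OB (0.057). Adjusted over 19 sets, camera with an estimated correlation gave 0.255, 0.908 and 0.299 for antigen presentation and 0.259, 0.908 and 0.299 for interferon response in OB, HPC and PFC, none past 0.05. With fry all 6 were past it (0.00859, 0.000578 and 0.000111, and 0.0232, 0.00537 and 0.000111). No difference between 2 regions passed correction over the 24 comparisons made. The smallest p of these was 0.026 for antigen presentation in HPC against OB (permutation, adjusted p = 0.62). With the replicate label taken as 1 mouse, a test added after the values were seen, the smallest permutation p was 0.057, for antigen presentation in HPC against PFC (adjusted p = 0.67).
Both sets rose under each alternative scale, from 0.33 to 0.52 for antigen presentation in OB on the log2 scales. Choroid plexus genes rose as well, by 0.52 in OB, 1.96 in HPC and 0.78 in PFC. Single arrays carry much of this, and the rise was 0.30 in OB without array M1 of 31M and 1.05 in HPC without array F1 of 31M.

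**Figure D5:**
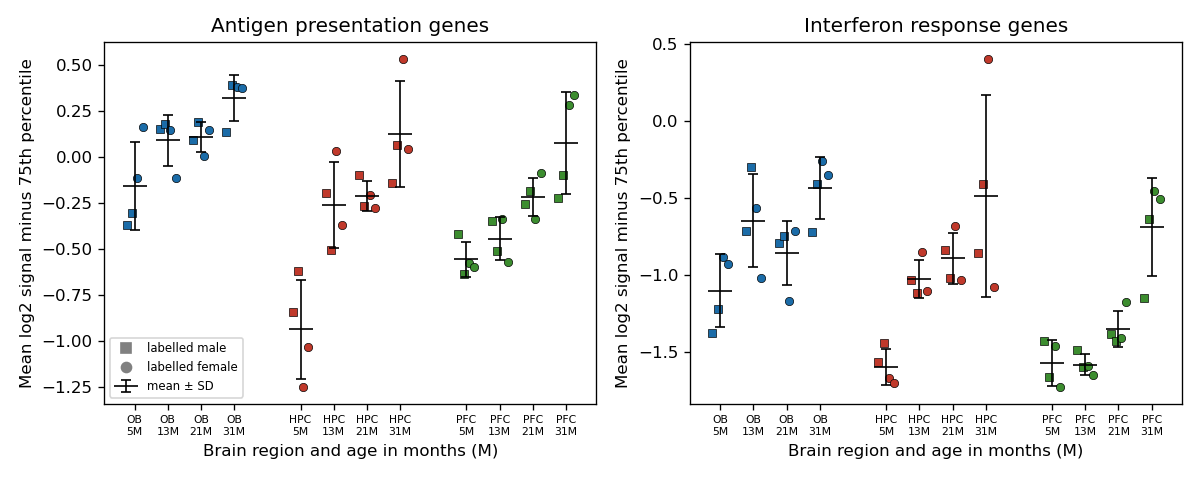
Mean log2 signal of the antigen presentation genes (left) and the interferon response genes (right) on each array, relative to its 75th percentile, with the mean and SD of each group of 4 arrays. The means at 31M are above those at 5M in each region.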

Gene ontology (GO) term analysis showed that the most altered terms in the oldest (31M) versus youngest (5M) groups were related to immune response, sensory perception of smell, and G protein coupled receptor protein signal (Figure 3a). 

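Of the 1080 olfactory receptor genes on the array, 1071 had values in OB, 1075 in PFC and 857 in HPC, where spots of F1 and F2 at 5M were marked as outliers. Their mean log2 change from 5M to 31M was 0.74 in OB, 0.90 in HPC and 0.90 in PFC (exact permutation p = 0.14, 0.37 and 0.029, two-sided, 4 arrays against 4). The other G protein coupled receptor genes (248 in OB and PFC, 216 in HPC) had a mean change of 0.29 in OB, 0.42 in HPC and 0.35 in PFC (exact permutation p = 0.14, 0.26 and 0.029). Single arrays carry much of this in OB and HPC. Without array M1 of OB at 31M the change in OB was 0.235 for olfactory receptors and 0.0783 for the others. Without array M1 of HPC at 5M the olfactory receptors changed by 0.435 in HPC. Neither set was past 0.05 in any region with camera and an estimated correlation (0.709, 0.908 and 0.554 for olfactory receptors and 0.96, 0.915 and 0.835 for the others). With fry, olfactory receptors were past it in PFC (0.00709) and the others in HPC (0.0243) and PFC (0.00317). These signs depend on the scale. For olfactory receptors, quantile normalization gave -0.10 in OB, -0.38 in HPC and 0.07 in PFC, and Z scores within each array gave -0.04, -0.15 and 0.0002. For the other receptors, Z scores gave -0.06, -0.10 and -0.03. With the array background in the model the olfactory receptors had a change of -0.05 in OB, -1.23 in HPC and 0.69 in PFC.
Many olfactory receptor probes are dim in these regions. At 5M between 10.5% and 31.6% of them were well above background on each array of OB and PFC, and between 21.7% and 80.9% in HPC. Genes outside chemosensation with a like signal shifted by 0.92 in OB, 1.09 in HPC and 0.90 in PFC at 31M. The olfactory receptors differed from them by -0.19, -0.18 and 0.002 (exact permutation p = 0.057, 0.63 and 0.94).

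**Figure D6:**
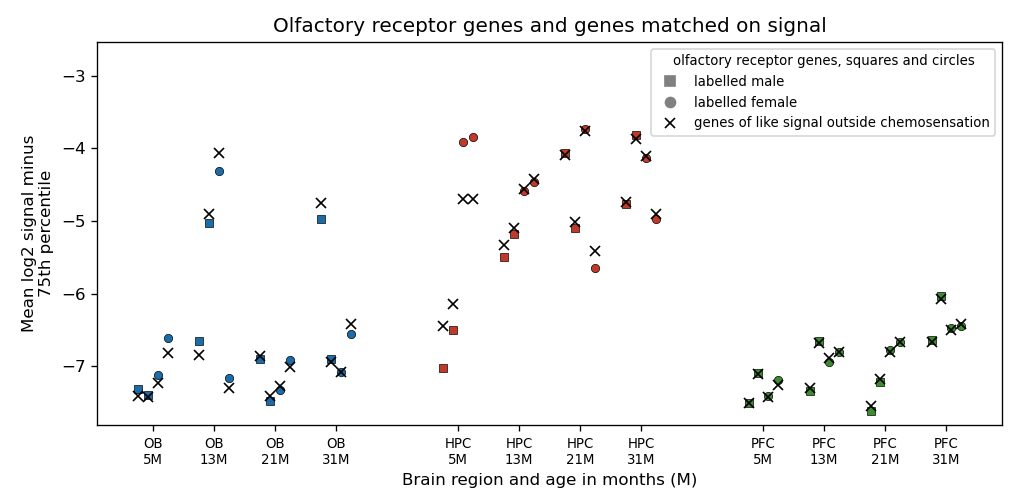
Mean log2 signal of the olfactory receptor genes on each array (squares and circles) and of genes outside chemosensation matched on signal (crosses), relative to the 75th percentile of the array. The symbols of an array lie together in OB and PFC, and apart on the 4 arrays of HPC at 5M; on other scales the direction of the change from 5M to 31M turns in OB and HPC.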

GO terms G protein coupled receptor protein signal and sensory perception of smell decreased in OB and PFC regions of older mice, while they were among the most significantly increased biological processes in the HPC. We further examined the GO term changes related to sensory functions with age in different brain tissues. As shown in Figure S5B, a significant decline in olfaction‐related terms were observed as early as 21M in OB and PFC while an increase of these terms was observed in HPC as early as 13M. Additionally, there was a time‐dependent increase in immune response‐related biological processes as the number of significantly changed terms increases with age in different regions of brains (Figure 3b), indicating activation of inflammation in OB during aging. 

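At 13M the mean log2 change of the olfactory receptor genes from 5M was 1.32 in OB, 0.39 in HPC and 0.37 in PFC (exact permutation p = 0.14, 0.63 and 0.086, two-sided). At 21M it was -0.04, 0.69 and 0.23 (exact permutation p = 0.89, 0.51 and 0.37). In OB at 21M the median gene rose by 0.05 while the mean fell, and without array F2 of OB at 5M the mean rose by 0.15. Quantile normalization turned the direction in HPC (-0.46 at 13M and -0.42 at 21M) and in PFC (-0.02 and -0.04), and normexp background correction turned it in OB at 21M (0.28). Without array F1 of OB at 13M the change there was 0.77, and without array M1 of HPC at 5M the change at 13M was -0.08. Genes of like signal outside chemosensation moved by 1.44 and 0.08 in OB, 0.64 and 0.92 in HPC and 0.40 and 0.28 in PFC at 13M and 21M.
A Z score of the set can also be taken over genes, as the mean change of its genes minus that of all genes, divided by the standard deviation over all genes and multiplied by the square root of their number, which treats genes as independent. On the authors' deposited scores it was 3.63 in OB at 13M, -9.53 at 21M and -5.56 at 31M. In PFC it was 2.88, -5.8 and 1.14, and in HPC -25.3, -22.9 and -20.6. On the main scale it was 28.9, -4.48 and 18.3 in OB, 21.2, 7.62 and 24 in PFC and -0.25, 5.6 and 9.57 in HPC. With spots marked as outliers kept, the values in HPC were -7.57, -1.49 and 3.26. In HPC the direction rests on arrays F1 and F2 of 5M, without which the deposited scores gave 11.7, 9.98 and 11.8. That comparison was chosen after the values were seen. For the other receptors at 31M the Z score over genes was -1.18 in OB, -1.32 in HPC and -0.52 in PFC on the main scale. On the deposited scores it was -5.86, -5.96 and -3.97. Without arrays F1 and F2 of HPC at 5M it was 1.47 in HPC on the main scale and -3.33 on the deposited scores.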

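The mean log2 change of the antigen presentation genes from 5M in OB was 0.25 at 13M and 0.27 at 21M (exact permutation p = 0.17 and 0.11, two-sided, 4 arrays against 4), and it was higher at 31M. In PFC it was 0.11 and 0.34 (exact p = 0.17 and 0.029). In HPC it was 0.68 and 0.72 (exact p = 0.029 at both ages), where the median of all genes moved by 0.46 at both ages. The Z score over genes of this set in HPC was 1.73 and 1.38 on the main scale. Without arrays F1 and F2 of 5M, left out after the values were seen, it was -0.96 and -0.94, and 0.75 and 0.27 with normexp background correction. In OB it was -2 and 4.3 on the main scale. Interferon response genes changed by 0.45 and 0.25 in OB (exact p = 0.086 and 0.17), -0.01 and 0.22 in PFC (exact p = 0.91 and 0.029) and 0.57 and 0.70 in HPC (exact p = 0.029 at both ages). Between 21M and 31M, interferon response genes rose by 0.42 in OB (exact p = 0.057), 0.66 in PFC (exact p = 0.029) and 0.41 in HPC (exact p = 0.34). Complement genes rose from 5M to 31M by 0.64 in OB, 0.94 in PFC and 1.17 in HPC (exact p = 0.029 in each region). Cytokine and chemokine genes rose by 0.67, 0.75 and 1.2 (exact p = 0.029 in each region). Without array M1 of OB at 31M the rise in OB was 0.39. This list is dim beside the antigen presentation genes, and its rise was not compared with that of other dim genes. None of these sets passed 0.05 at 13M or 21M with camera and an estimated correlation. From 21M to 31M it called complement genes in HPC, with a change of 0.29 (adjusted p = 0.0308), and fry did not (0.399). From the larger number of immune terms changed with age, the paper infers activated inflammation in OB during aging.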

Consistent with this, the levels of several pro‐inflammation cytokines, including G‐CSF, IL‐6, KC, and TNFα in plasma increased significantly in 31M group when compared to those at 5M (Figure 3c).

**FIGURE 3:**
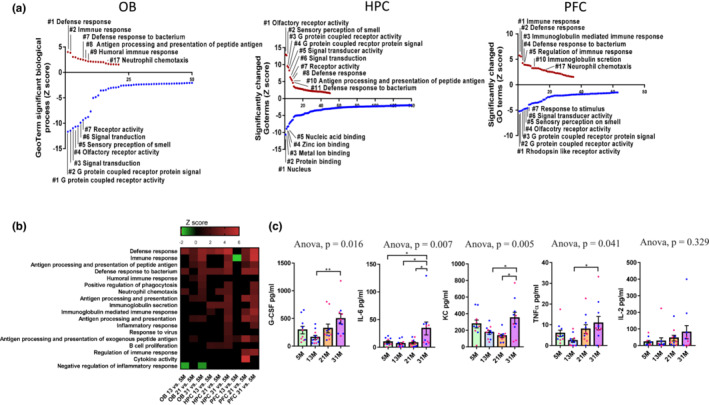
Inflammatory responses are increased during aging in brain regions related to olfactory function. (a) GO term analysis demonstrates significantly changed GO terms in 31M versus 5M mice tissues. Upregulated terms in red, downregulated in blue. (b) Microarray heatmap shows significantly changed inflammation‐related pathways in at least one comparison. *Z*‐score bar with scales for each heatmap is included, with green indicating downregulation and red, upregulation. *N* = 4 mice per group, including 2 males and 2 females. (c) Indicated cytokine or chemokine levels in mouse plasma detected by multiplex cytokine array. *N* = 10 for 12, 20 and 31‐M groups, *N* = 11 for 13 M group. One‐way ANOVA followed by Tukey's multiple comparisons test was applied for statistical analysis. Values are mean and SEM. *p < 0.05; **p < 0.01. *N* = 10–11 mice/group. Blue and red dots represent male and female mice, respectively.

### 2.4 The olfactory bulb and hippocampus from old mice have higher DNA damage markers and lower DNA repair signals

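Histone genes, which stand here for the nucleosome among the nuclear compartments, had a mean log2 change from 5M to 31M of -0.26 in OB, 0.35 in HPC and -0.08 in PFC. In OB 34 of 42 histone genes were lower, in PFC 28 of 43 and in HPC 14 of 42. The exact permutation p was 0.11, 0.34 and 0.31 (two-sided, 4 arrays against 4). Relative to the median of all genes the change was -0.33, -0.12 and -0.19. The adjusted p from camera with an estimated correlation was 0.259, 0.908 and 0.395. With a preset correlation of 0.01 it was 2.44e-09 in OB and 5.64e-06 in PFC, neither of which held under fry (0.0904 and 0.0859). Without arrays F1 and F2 of HPC at 5M the change in HPC was -0.09. The differences between regions did not pass correction (smallest permutation p = 0.058 for HPC against OB, adjusted p = 0.67). DNA repair genes, another nuclear group, changed by 0.11 in OB, 0.23 in HPC and 0.09 in PFC (exact permutation p = 0.029, 0.086 and 0.029). Relative to the median of all genes the DNA repair genes changed by 0.04, -0.23 and -0.02.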

Further analysis of the effects of aging on different cellular organelles in OB, HPC, and PFC indicates that most of these compartments were downregulated during aging, with the nucleus being the top hit across regions (Figure S6A). Because it has been postulated that declining DNA repair and increasing DNA damage contribute to aging, we examined the rate/abundance of poly ADP‐ribosylation (PARylation), a pivotal post‐translational protein modification, and the expression of DNA repair proteins in the age‐stratified mouse cohorts. As shown in Figure 4a–c and Figure S6B–D, PARylation increased significantly in OB and HPC of 31M mice. Further quantification of PARylation levels of major individual proteins at different molecular sizes showed that although OB, HPC, and PFC shared certain commonly changed PARylation sites (B3), the PARylation levels of unidentified proteins B1 and B4 were exclusively changed in OB during aging (as shown in Figure 4a–c and Figure S6B–D). Further studies are needed to unveil the identity and function of these proteins.

**FIGURE 4:**
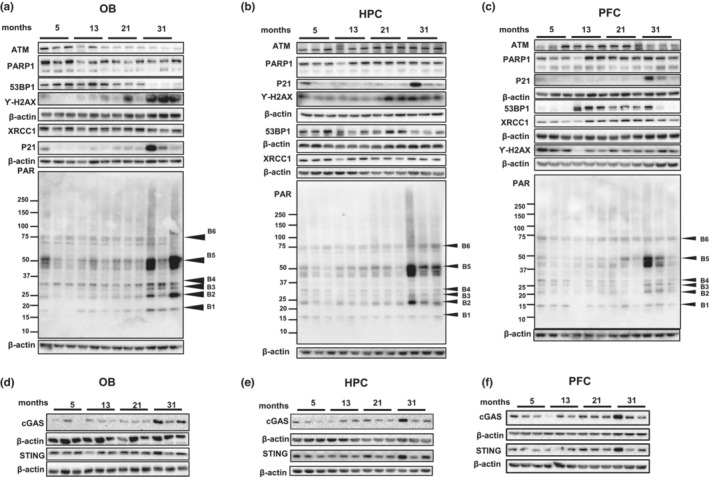
OB and HPC from old mice exhibit lower DNA damage repair signals, but higher DNA damage markers. (a–c) Immunoblots of the indicated proteins PAR, 53BP1, ATM, XRCC1, PARP1, P21, Ƴ‐H2AX and β‐actin from OB (a), HPC (b) and PFC (c). Quantification of data is shown in Figures S6B–D and S7A–C. (d–f) Immunoblots of the indicated proteins cGAS, STING and β‐actin from OB (d), HPC (e) and PFC (f). Quantification of data is shown in Figure S7D. For all blots *N* = 3 mice per group, including 1 female and 2 males.

Interestingly, despite the significant increase of PARylation in the OB, the protein levels of ATM, 53BP1 and XRCC1, which play important roles in DNA repair, were down regulated in OB tissue from the 31M group compared to the younger groups (Figure 4a and Figure S7A). Insufficient expression of these proteins would potentially cause defects in DNA repair and accumulation of DNA damage, which is consistent with the higher expression levels of p21 and γ‐H2AX (Figure 4a). In the HPC (Figure 4b and Figure S7B) a significant decrease in 53BP1 and increase in γ‐H2AX was observed. In the PFC, lower expression of 53BP1 and higher expression of γ‐H2AX was detected in 5M old mice, with no significant decrease in expression of other DNA repair proteins. Expression of p21 in PFC was higher in the oldest mice than in younger groups (Figure 4c and Figure S7C).

We examined protein levels of cGAS and STING, which have been shown to induce senescence and inflammation after activation by DNA damage, processes that we found evidence for in aged mice. cGAS protein was significantly increased in OB tissue from 31M mice; nonsignificant trends were seen in HPC and PFC. STING protein was not significantly altered during aging (Figure 4d–f and Figure S7D).

Together our results suggest increased protein PARylation and altered expression of DNA repair proteins in the OB of the oldest cohort of mice. We postulate that these changes might lead to increased DNA damage and inflammation, and eventually lead to olfactory dysfunction.

### 2.5 Activation of microglia and astrocytes in the aging olfactory bulb

Since the microarray and WB analyses revealed increased inflammation in OB and HPC of old mice, we further investigated whether there was activation of microglia and astrocytes, two important types of glial cells in the brain. Astrocytes comprise the most abundant population of glia in the mammalian brain. They not only provide structural support for the brain but also play a variety of essential functions in synapse development, neurotransmitter homeostasis, and neurogenesis etc. An active inflammatory state of astrocytes is associated with increased expression of GFAP and is routinely observed in brain diseases and neuropathology (Siracusa et al., 2019). Here, we found that GFAP was highly expressed in the granule cell layer (GCL) and glomerular layer (GL) of OBs. Elevated GFAP expression was seen in 31M mice selectively in the GCL layer (Figure 5a–c). Since the GFAP signal was mainly detected in the center area of GCL (Figure S8A), we further analyzed the change of GFAP with age by examining GCL in the center and outer areas to determine whether GFAP staining was homogeneously increased throughout the GCL. The results in Figure 5b and Figure S8A,B showed that there was the significant accumulation of GFAP particularly in the center region of GCL at 31M, indicating that the increase of GFAP with aging in GCL is not homogeneous. The expression of IBA1, a marker for microglia, was significantly higher in the GCL layer of the 21M and 31M groups than in the 5M and 13M groups. There were no significant differences of IBA1 in the GL of OB among the different age groups (Figure 5d–f). Higher expression of GFAP was also detected in the HPC regions from older groups than 5M group (Figure 5g,h). Changes in IBA1 within HPC tissue did not reach statistical significance (Figure 5i,j).

**FIGURE 5:**
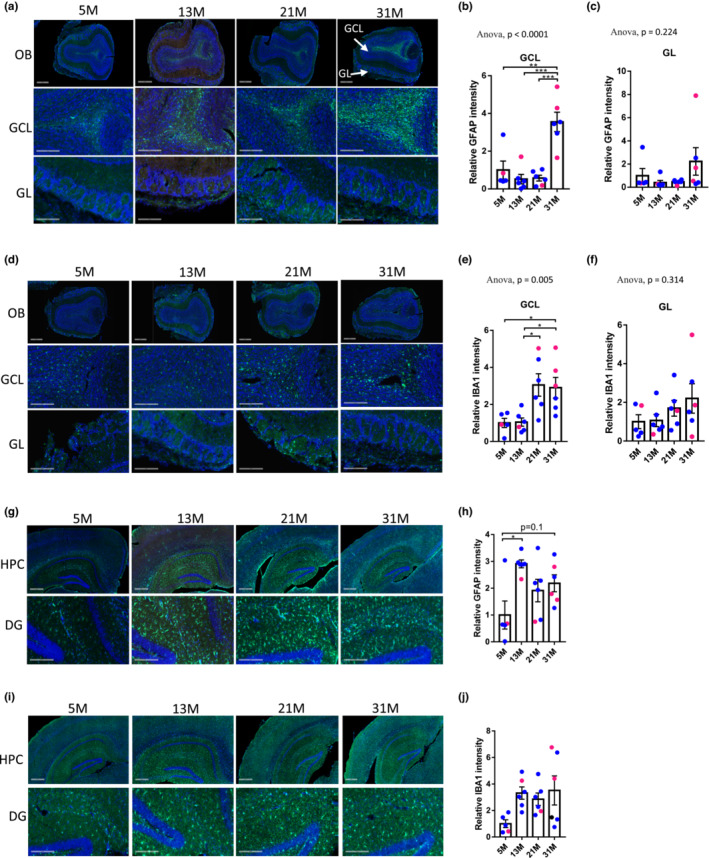
Expression of GFAP and IBA1 are increased with aging in OB tissue. (a) Representative images of GFAP (green) and DAPI (blue) staining in OB from different age groups. (scale bars: 500 μm in images from the first row, 200 μm in the second and third rows). (b, c) Quantification of GFAP signal in GCL (b) and GL (c) layers of OB. (d) Representative images of IBA1 (green) and DAPI (blue) staining in OB from different age groups (scale bars: 500 μm in images from the first row, 200 μm in the second and third rows). (e, f) Quantification of relative IBA1 signal in GCL (e) and GL (f) layers of OB. (g) Representative images of GFAP (green) and DAPI (blue) staining in HPC and DG (dentate gyrus) from different age groups (scale bars: 500 μm in images from the first row, 200 μm in the second row). (h) Quantification of relative GFAP signal in HPC from different age groups. (i) Representative images of IBA1 (green) and DAPI (blue) staining in HPC and DG from different age groups (scale bars: 500 μm in images from the first row, 200 μm in the second row). (j) Quantification of relative IBA1 signal in HPC from different age groups. For all graphs, *N* = 5–6 mice per group; blue and red dots represent male and female mice, respectively; one‐way ANOVA followed by Tukey's multiple comparisons test was applied for statistical analysis. Values are mean and SEM. *p < 0.05; **p < 0.01; ***p<0.001.

### 2.6 NR treatment increases lifespan and partially restores olfactory function in aged mice

NAD^+^ is an important metabolite that is associated with aging and aging‐related neurodegeneration. The decline in NAD^+^ may result in inadequate DNA repair, mitochondrial dysfunction, and inflammation. Supplementation of NAD^+^ through NR or nicotinamide mononucleotide improves the health span and neuronal function in animal models of Alzheimer's disease (Hou et al., 2018), ataxia telangiectasia (Yang et al., 2021), and xeroderma pigmentosum (Fang et al., 2014). To identify how NAD^+^ level changes specifically in the OB during aging, levels of NAD^+^ and total NAD (NADt, defined as the sum of NADH and NAD^+^) were measured and compared between samples from different ages. With increasing age there was a significant decline in NAD^+^ (Figure 6a) and a similar nonsignificant trend in NADt (Figure S9A).

**FIGURE 6:**
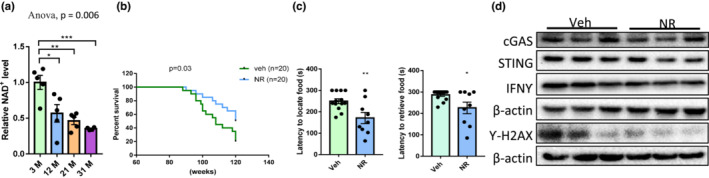
NR treatment increases lifespan and olfactory functions of old wild type mice. (a) Relative NAD^+^ level in OB tissue. *N* = 4–5 mice per group. One‐way ANOVA followed by Tukey's multiple comparisons test was applied for statistical analysis. (b) Lifespan of mice with/without NR supplementation. *N* = 20 mice per group, all males. *p*‐values compared with vehicle calculated using log‐rank test. (c) Time to start digging and grasp the food and in the buried food test. Unpaired *t* test was applied. *N* = 8–13 mice per group, all males. (d) Immunoblots of the indicated proteins cGAS, STING and β‐actin from OB. *N* = 3 mice per group, all males. Quantification of data is shown in Figure S9D. Values are mean and SEM. *p < 0.05; **p < 0.01; ***p<0.001.

To investigate whether supplementation of NAD^+^ with NR preserves smelling function in aging, 24M old mice were provided with water containing 12 mM NR for 8 months before smelling‐related behavior tests were performed. Mice dosed with NR had a longer lifespan than the water‐only control group (Figure 6b). In the buried food test, mice treated with NR spent significantly shorter time before digging at the buried food site and finding the hidden food, indicating better odor detection (Figure 6c). However, NR did not improve performance in tests of odor discrimination or sensitivity (Figure S9B,C). These smelling behavior tests together indicate that NR supplementation can partially improve olfactory function in aged mice. Treatment with NAD^+^ also altered expression of γ‐H2AX, cGAS, STING and IFNγ in older mice. Expression of these three proteins was lower in NR‐treated mice than in control mice (Figure 6d and Figure S9D). This is consistent earlier study (Hou et al., 2021) showing that treatment with NAD^+^ reduces neuroinflammation and stimulates DNA repair.

## 3 DISCUSSION

Here, we systematically performed a multi‐domain behavioral test battery to characterize olfactory, cognitive, and locomotor changes in wild type healthy C57BL6/J mice of four ages. We demonstrate that smelling loss potentially is an early biomarker of aging compared to memory and motor behaviors. In addition, we show that inflammation and DNA damage confer risks to olfaction decline by using metabolomics, transcriptomics, and signal protein profiling approaches. Finally, we found that supplementation of NAD^+^ through NR preserves olfaction and improved longevity in aged mice.

Human olfactory function typically begins to decline in the sixth decade of life (Mullol et al., 2012; Zhang & Wang, 2017) and increase in prevalence with age (Schubert et al., 2011). Olfactory dysfunction refers to a decrease in the ability of odor detection, odor discrimination, and odor memory (Tzeng et al., 2021). The olfactory system is phylogenetically conserved in humans and mice, sharing remarkable similarities in odorant receptor proteins, organization of the peripheral and central olfactory pathways, and odor‐related behaviors (Ache & Young, 2005). Furthermore, the same odorants have similar attraction to mice and humans, illustrating a component of odor preference conserved across the two species (Mandairon et al., 2009). Therefore, mice represent a valuable model for understanding molecular mechanisms underlying both aging‐ and neurodegeneration‐related changes in the olfactory system. Here, we used mice at different ages ranging from mature adult, middle age, old age to extreme old age. This setup is different from previous studies, which mainly have only compared young adult (2–6M) and aged animals (22–28M) (Enwere et al., 2004; Fahlstrom et al., 2012; Forster et al., 1996) or between young adult and middle aged animals (Shoji et al., 2016). Here, olfactory function was evaluated across multiple domains using a battery of behavioral tests: odor detection by the buried food test, odor sensitivity by measuring the threshold of odorant concentration required to elicit investigation, odor habituation and discrimination by using three different pairs of similar odors in the habituation–dishabituation test. Among these olfaction domains, the earliest difference was observed in discriminating urine, as only 5M mice were able to discriminate pooled urine samples collected from different groups of mice. For other odor pairs, all age groups retained intact ability. This result indicates that loss of odor discrimination during aging is odorant selective, and that the use of social odors may generate more sensitive results in future mouse studies. Odor sensitivity testing indicated that 5M and 13M mice shared the same threshold, while mice at 21M and 31M demonstrated higher ones. Despite the lower odor sensitivity for 21M mice, they had similar performance as 5M mice in the buried food test, suggesting that the former test may be better at detecting subtle impairments. Significant impairments in the buried food task were only observed in 31M mice. Odor habituation remained intact in all age groups. Additionally, a significant decrease in investigation time was observed in older mice (21M and 31M) in three tested odors when compared to the young adult, suggesting a decline in olfaction‐induced exploration. Altogether, our data showed that odor discrimination and sensitivity were among the earliest changed domains in aged mice. The design of more sensitive odor discrimination tests by choosing proper odor pairs may be useful in detecting early and subtle smelling changes in human aging and neurodegenerative diseases.

Besides the effects of age on olfactory function, we also evaluated sex differences in all the olfactory tests among mice at different ages. Table 1 indicates that odor discrimination, motor learning and balance, odor sensitivity and investigation may come earlier than memory loss in aging mice. Generally, female mice demonstrated better performance than male mice in odor sensitivity and discrimination, which is consistent with the observation in humans that women performed better than men in all age groups and male olfaction declined significantly faster with age than women (Sorokowski et al., 2019). However, women and men reach a comparable level of decline in the oldest (80–97 years old) age group (Schubert et al., 2011). These data suggest that C57BL/6J mice can serve as a model to explore sex differences found in the human olfactory function.

We investigated whether smelling loss comes earlier than other behavioral changes by comparing the timeline of the changes. Motor function and cognition, which are two important functions significantly affected by aging, are monitored by a battery of behavioral tests. Among these, the earliest change was observed in the rotarod test as 13M and older mice displayed a significantly shorter latency to fall off when compared to 5M mice on the last of five trials, indicating a decline in motor coordination and balance. Some of the gait features started to show differences at 21M, like hind paw angle and hind stance width, notably few prior studies have linked these parameters with aging. Among the gait features which start to change at 31M, the ataxia coefficient is relevant to human aging as an index of step‐to‐step variability that predicts risk of falling (Callisaya et al., 2010). No significant differences were observed between age groups or between female and male mice in the memory tests, the latter of which is consistent with research showing no sex differences in human memory (McDougall et al., 2014).

Pathologic conditions mostly disorganize metabolic processes, resulting in changes that can be observed as metabolic signatures (Botas et al., 2015). Metabolic profiles of OB tissue from older and younger mice significantly showed differences. Though the biological functions of many metabolites remain unknown, several metabolites which were highly related with brain biology were significantly changed in a systematic or region‐specific way during aging. For example, glycerol significantly decreased with aging among all the three brain regions. Glycerol is recommended as a dietary supplement during caloric restriction and a practical intervention for “healthy aging” (Deocaris et al., 2008; Snell & Johnston, 2014). It has a number of beneficial effects, including lifespan extension, stress resistance, and mitochondrial activity enhancement (Deocaris et al., 2008; Snell & Johnston, 2014). Thus, the attenuated glycerol concentration might be a potential marker of aging. Additionally, increased cholesterol levels in all tested brain regions during aging indicated an abnormal cholesterol level, which is associated with neurodegenerative disease (Feringa & van der Kant, 2021). Alpha tocopherol plays a neuroprotective role as an important antioxidant (La Fata et al., 2014), and its elevated level in aging may be an indicator of increased oxidative stress. Myo‐inositol is considered a possible marker for amyloid‐related pathology (Voevodskaya et al., 2019). Increased myo‐inositol has been linked to AD, gliomatosis cerebri, recovering hypoxia, and other human diseases (Haris et al., 2011). The increased myo‐inositol in aged OB tissue in our case potentially indicates early pathological changes. Additionally, both cholesterol and myo‐inositol are related to glial cells (Feringa & van der Kant, 2021; Haris et al., 2011; Petrov et al., 2016). In our study, we observed significant increases of myo‐inositol and cholesterol as early as 12M and 21M in OB, respectively, which suggests early changes in glial cells and potentially indicating smelling changes.

Inflammation and glial activation induce loss of smelling and atrophy of the OB (Hasegawa‐Ishii et al., 2019, 2020). Astrocytes and microglia, two important types of glial cells in brain, were evaluated by GFAP and IBA1 expression, respectively. Our results revealed elevated levels of both GFAP and IBA1 in the granular cell layers of OB from older groups (21M and 31M). Microglial activation in aged OB tissue indicated active inflammatory responses in brain and is taken as a hallmark of brain pathology (Dheen et al., 2007). Consistently, unbiased gene expression analyses showed that the immune‐related responses were among the most up‐regulated GO terms while G protein coupled receptor signaling were the most down‐regulated GO terms in 31M OB samples. Altogether, activated glia and upregulated immune responses contribute to OB dysfunction during aging.

The nucleus and nucleosomes were the most significantly affected cellular compartments in OB tissues from 31M versus 5M. Accordingly, aged OB tissue had reduced DNA repair capacity and higher protein levels of Ƴ‐H2AX and p21. In our study, we found that the NAD^+^ level significantly declined with age in OB tissue (Figure 6a and Figure S9A). As an essential substrate for PARPs to produce PAR chains in DNA repair, diminished NAD^+^ levels are associated with Xeroderma Pigmentosum complementation (Fang et al., 2014) and Ataxia Telangiectasia (Yang et al., 2021). Supplementation of NAD^+^ through NR reduced expression of markers for DNA damage and inflammatory signaling in OB, and improved smelling behavioral test performance in aged mice. Additionally, it significantly increased the lifespan of wild‐type C57BL/6J mice, indicating that NAD^+^ supplementation not only provides benefits to smelling but also for general health.

Collectively, our findings show that the earliest smelling decline in mice can be observed at 13M via odor discrimination for urine samples, while impairment in odor sensitivity and investigation are evident by 21M. Consistently, we observed molecular and protein‐level changes as early as 13M. Specifically, the levels of glycerol, tocopherol alpha, 5‐methoxytryptamine, N‐acetylneuraminnic acid, and NAD^+^ began to decline as early as 13M in brain regions related with smelling; proteins important for DNA repair, including ATM and PARP1 decreased from 13M; significant changes in olfaction related GO terms were found in HPC as early as 13M, while changes in OB and PFC regions occurred later at 21M. These results also indicate that HPC may be a brain region related to olfaction changes in early aging. This idea is consistent with our GFAP staining, showing that the earliest ages showing increases were 13M and 31M for HPC and OB, respectively. Significant aging‐related molecular changes were detected in OB, including increases in DNA damage markers, inflammation related pathways, IBA1 and GFAP staining, cGAS protein level, and plasma cytokine levels.

In the present study, we have performed a systematic characterization of smelling loss in non‐ pathological aging. This includes a multi‐age timeline of changes within different odor domains, sex differences, and a comparison with other age‐related behavioral and molecular changes. While it is not our main goal to distinguish between olfactory dysfunction linked to non‐pathological aging and disease‐associated pathology in the present study, our results are helpful in addressing this question by showing the baseline of smelling loss in normal aging and serves as reference when a disease mouse model, on a similar background, are evaluated. Additionally, our findings indicate that both DNA damage repair and inflammation contribute to olfaction decline, which is partially preserved by NAD^+^ supplementation. Thus, our data support the concept that olfactory dysfunction has the potential to be an early biomarker of aging, and NR treatment can preserve olfaction in aged individuals.

## AUTHOR CONTRIBUTIONS

X.D., B.Y., D.L.C., and V.A.B. designed experiments. B.Y., Q.C., S.G. and R.M. performed animal treatment and behavior tests. B.Y. and D.F. collected the mice samples. X.D. and X.C. performed Western blot and histology. X.D, D.L.C. and Chris Morrell performed metabolism analysis. X.D. performed NAD^+^ measurement. Y.Z. and D.L.C. performed microarray analysis. X.D. and S.G. wrote and B.Y., D.L.C., M.P.M., and V.A.B. revised the manuscript. All authors contributed to writing the final manuscript.

## CONFLICT OF INTEREST STATEMENT

V.A.B. had CRADA arrangements with ChromaDex but receives no personal benefit. All others declare no competing interests.

## Supporting information

**Appendix S1:** Supporting Information Click here for additional data file.

**Appendix S2:** Supporting Information Click here for additional data file.

## Data Availability

The data that supports the findings of this study are available in the supplementary material. The accession number for the raw and processed microarray data reported in this paper is GSE204966.

# Supplementary material for: Loss of smelling is an early marker of aging and is associated with inflammation and DNA damage in C57BL/6J mice
**Source:** Aging Cell. 2023 Feb 27;22(4):e13793. doi: 10.1111/acel.13793
**Supplement:** Supplementary file 1 — Appendix S1: Supporting Information

**SUPPORTING INFORMATION**

**Supplemental Experimental Procedures**

**Animals.** C57BL/6J mice came from either Jackson Laboratories or the NIA Aged Rodent Colonies and were habituated to housing at the National Institute of Aging (NIA) Intramural Research Program for at least 1 month prior to experimentation. All mice were maintained on a standard NIH diet (T.2018SX.15 Global 18% Protein Extruded Rodent Diet, sterilizable) with food and water available ad libitum. Animals were maintained on a 12-h light/dark cycle, with all testing performed during the light cycle. The animals were group housed if possible. All animal experiments were performed using protocols approved by the appropriate institutional animal care and use committee of the NIA, 361-OSD-2023.

**Antibodies.** Primary antibodies used included anti-PARP1(#9542S, Cell Signaling); p-p53 (CS9284S, Cell Signaling), cGAS (#31659, Cell Signaling); STING (#13647, Cell Signaling), XRCC1 (ab1838, Abcam), ATM (ab201022, Abcam); p53 (60283-1-Ig, Proteintech IFRγ (15365-1-AP, Proteintech), β-actin (sc-1616, Santa Cruz); p21(610234, BD Biosciences), PAR (4336-BPC-100, Trevigen), IBA1 (ab178846, Abcam), and GFAP (Z033401-2, DAKO).

**Buried Food Test.** Tests were performed based on methods described [[12](#_ENREF_12)]. All mice were habituated in home cages to 45mg reward pellets (5TUL formulation; TestDiet, St Louis, MO) used for the assessment 2 days prior to testing. Mice were fasted for 18 hr prior to testing and then habituated for 60 minutes in a clean 14 × 35 cm cage filled with 3 cm of woodchip bedding. After habituation, the mouse was removed from the test cage and placed out of sight while a reward pellet was buried under the bedding, just above the bottom of the cage. The mouse was then placed back into the testing cage opposite the buried pellet and given 10 minutes to find the buried food. The length of time the mouse took to start digging in the correct location and to grasp the pellet in its forepaws were recorded by a scorer blinded to conditions.

**Olfactory Discrimination Test.** Tests were adapted from published protocols [[12](#_ENREF_12), [13](#_ENREF_13)]. Each mouse was placed in a 19 × 27 cm clean cage containing a thin layer of corncob bedding to absorb urine. Mice were presented with a sequence of odorants soaked into a 1.5cm long cotton tip attached to a 15cm wooden handle, which was suspended from a hole in the center of the cage lid. The cotton tip was 5.5 cm above the cage floor, a height that required extension of the head but not rearing on hind limbs for close investigation.

Food extracts (McCormick & Company; Hunt Valley, MD), chemicals (Sigma Aldrich; St Louis, MO), or freshly collected mouse urine were diluted in deionized (DI) water or mineral oil at a concentration (1:1000) that was dilute enough to require close approach for investigation but strong enough that all ages of mice could readily detect. Prior to testing, each mouse underwent a 30-minute habituation with a vehicle-scented cotton tip. After this, the mouse was presented three times serially with vehicle and then three times with odor A. On a final trial, the mouse was presented with odor B. The inter-trial interval was one minute and each trial lasted two minutes. A scorer blinded to conditions recorded sniffing behavior, defined as orientation of the mouse’s head toward the cotton tip and nose within 2 cm. Biting and climbing of the cotton tip or wooden handle were not scored as sniffing. Mice that did not show any sniffing behaviors for the cotton tip three times in a row were excluded from analysis.

**Olfactory Sensitivity/Threshold Test.** Procedures were similar to odor discrimination, with the following changes. On each day of testing, concentrated orange extract was first diluted in DI water (1:100) and was serially diluted 10-fold. After habituation, the mouse being tested was presented with cotton applicators dipped in DI water for four trials. The mouse was then presented with serial trials of cotton applicators dipped in odor dilutions, ordered from the weakest to the strongest. The lowest concentration of odorant detected was determined when the sniffing time of diluted orange odor was significantly higher than that of the water. Mice that did not show any sniffing behaviors were excluded from analysis.

**Rotarod.** Rotarod software (MED-Associates; St Albans, VT) started rotation at 4 RPM and accelerated over the 5-min testing period to 40 RPM. Animals from the same cage (up to 4) were placed on the rotarod and monitored during the trial. If a mouse fell off during the trial, the rotarod apparatus and software recorded this time and the mouse was quickly returned to its home cage. Mice were tested 3 times with an intertrial interval of 60 minutes.

**Open Field.** Open field testing was conducted in a 44 x 44 x 30 cm clear Plexiglas arena, which was enclosed in a dimly lit sound attenuating cubicle. All animals were placed into this device and monitored for 10 minutes with use of the Activity Monitor software (MED-Associates).

**DigiGait.** Mice were habituated to the DigiGait (Mouse Specifics Inc, Framingham, MA) apparatus for 5 minutes. Animals were recorded by collecting digital images at 80 frames per second with a highspeed video camera located beneath a transparent treadmill moving at a speed of 15 cm/s. Gait parameters were analyzed R software. Mice that did not walk on the belt were excluded from analysis.

**Fear Context Discrimination.** Automated Video Freeze software (Med Associates) was used to measure freezing behavior. On day one, mice were habituated to the chamber for 2 min, followed by three electric foot shocks (2s; 0.5 mA) separated with 1-min intervals. On day two, mice were first tested for 5 min in the same testing chamber presented identically to conditioning on day one. Approximately 3 h later, mice were placed for 5 min into a modified chamber with plastic floor and ceiling inserts, darkened (near infrared only) lighting, and different odors.

**Western Blots.** Olfactory bulb (OB), hippocampus (HPC), and prefrontal cortex (PFC) were collected and lysed in radioimmunoprecipitation assay (RIPA) buffer (Cell Signaling Technology, MA, USA) containing protease inhibitors (Bimake) and phosphatase inhibitors (Bimake). Samples were sonicated at power 4 for 10 s on ice by an ultrasonic cell disruptor followed by centrifugation at 14 000 g for 30 min and collection of supernatants. Proteins were separated on 4–12% Bis-Tris gel (Thermo Fisher Scientific) and transferred onto a PVDF membrane. After blocking in 5% milk (Bio-Rad) in TBST (20 mM Tris–HCl pH7.4, 0.14 mM NaCl, 0.1% Tween^®^ 20) for 1 h at room temperature, membranes were incubated with a primary antibody at 4°C overnight. After incubation with the HRP-conjugated secondary antibody for 1 h at room temperature, the signals were detected using a PharosFX plus Molecular Imager (Bio-Rad). Band intensity was determined using FIJI-ImageJ software.

### Immunofluorescence. Mice were anesthetized with isoflurane and then were perfused with cold PBS buffer following with 4% paraformaldehyde (PFA) in PBS. After perfusion, spray the head with 70 % ethanol. Tent the scalp with large forceps and remove with a single transverse cut made with large scissors. Stabilize the anterior skull with large forceps placed between eyes and nose. Insert small dissection scissors into foramen magnum and carefully cut the skull as far anteriorly as possible. Use the small forceps to carefully pry each half of the skull away from the brain. Then gently lift the brain out of the skull and place the brains in 4% PFA for 24h before equilibration in 30% sucrose for another 48h at 4°C. A series of 30-μm coronal sections in OCT were collected in a 6-well plate for further experiments. Brain slices were incubated in blocking buffer (5% BSA in PBS) for 30 min at RT, permeabilized in 0.2% Triton X-100 for 5 min at RT, incubated overnight with primary antibody at 4 °C, and incubated in secondary antibodies for 1 h at RT. Nuclei were counterstained with DAPI. Slides were scanned using Leika Aperio Versa 200 and analyzed using ImageScope and FIJI-ImageJ software.

**Microarray.** RNA from OB, HPC and PFC were purified and inspected as reported previously [[14](#_ENREF_14)]. Briefly, RNA was purified with PureLink™ RNA isolation kit following manufacturer's protocol (Thermo) and its quality were evaluated using a 2100 Bioanalyzer (Agilent Technologies). Microarray analysis was performed by the Gene expression and Genomics core facility (NIA) and analyzed using DIANE 6.0 software. Two female and two male mice were used for each group. Pathways/GO terms were considered significant if they had more than three genes and a t-test p-value <0.05 with an FDR of not >0.3.  The detailed data analysis methods were described previously [[15](#_ENREF_15)]. The raw data is available through [GSE204966](https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE204966).

**Cytokine detection.** Mouse eye bleeds were collected in EDTA-treated tubes. Plasma was obtained by collecting the supernatant of blood after centrifugation. Samples were then flash frozen until detection. Plasma cytokines and chemokines were detected by using 31-Plex Cytokine/Chemokine array (Eve Technologies).

**Metabolite measurement.** Perfused, flash-frozen brain tissue was later thawed for primary metabolism by GC-TOF MS, performed by Metabolomics Service Core, UC Davis. Analysis included sugars, TCA metabolites, amino acids, hydroxyl acids such as lactate, free fatty acids, aromatics, polyamines, nucleosides, monophospho nucleotides. Primary metabolite analysis was done with an Agilent 6890 GC equipped with a Gerstel dual MPS injector, using a Leco Pegasus IV time of flight mass spectrometer with Leco ChromaTOF software. Raw files were processed upon data acquisition and run through in-house database, Binbase. The data are provided in relative peak heights for more precision of low abundant metabolites. Results were normalized using mTIC (the sum of the peak heights of the known metabolites).

For each metabolite there were five measurements at each of the four ages (3, 12, 20, 31 months). We determined if there were a significant difference in the mean at later ages as compared to 3 months. For each metabolite a one-way ANOVA was performed. The p-value for the test of equality of all means was saved along with the p-values comparing the later months to 3 months. To guard against multiple testing, these three p-values were also corrected using the false discover rate (FDR) method. In addition, the fold change in the mean as compared to 3 months was computed for each age groups, 12, 20, and 31 months. R was used for data analysis and using both the uncorrected p-values, the FDR corrected p-values, and the fold changes, heatmaps are constructed for all metabolites as well as for significant and FDR significant metabolites. For the significant known metabolites, a cluster analysis was conducted to determine which metabolites group together. The resulting heatmap is ordered by these clusters. Finally, graphs were constructed for known metabolites that have either a significant ANOVA p-value or significant comparisons relative to 3 months. The raw data is available in Supplementary Excel 1.

**NAD^+^ measurement.** Perfused, flash-frozen OB from male mice were later thawed and tested with a commercially available NAD^+^/NADH assay kit (no. ab65348; Abcam) according to the manufacturer’s protocol.

**Statistics.** GraphPad Prism 6.0 was used for the statistical analysis. The data are shown as the mean ± SEM with P < 0.05 considered statistically significant. Group differences were analyzed with one-way or two-way ANOVA for comparison among multiple groups. The two-tailed paired t test was applied for comparisons between two variables for the same mouse.

**Supplementary figures**

**
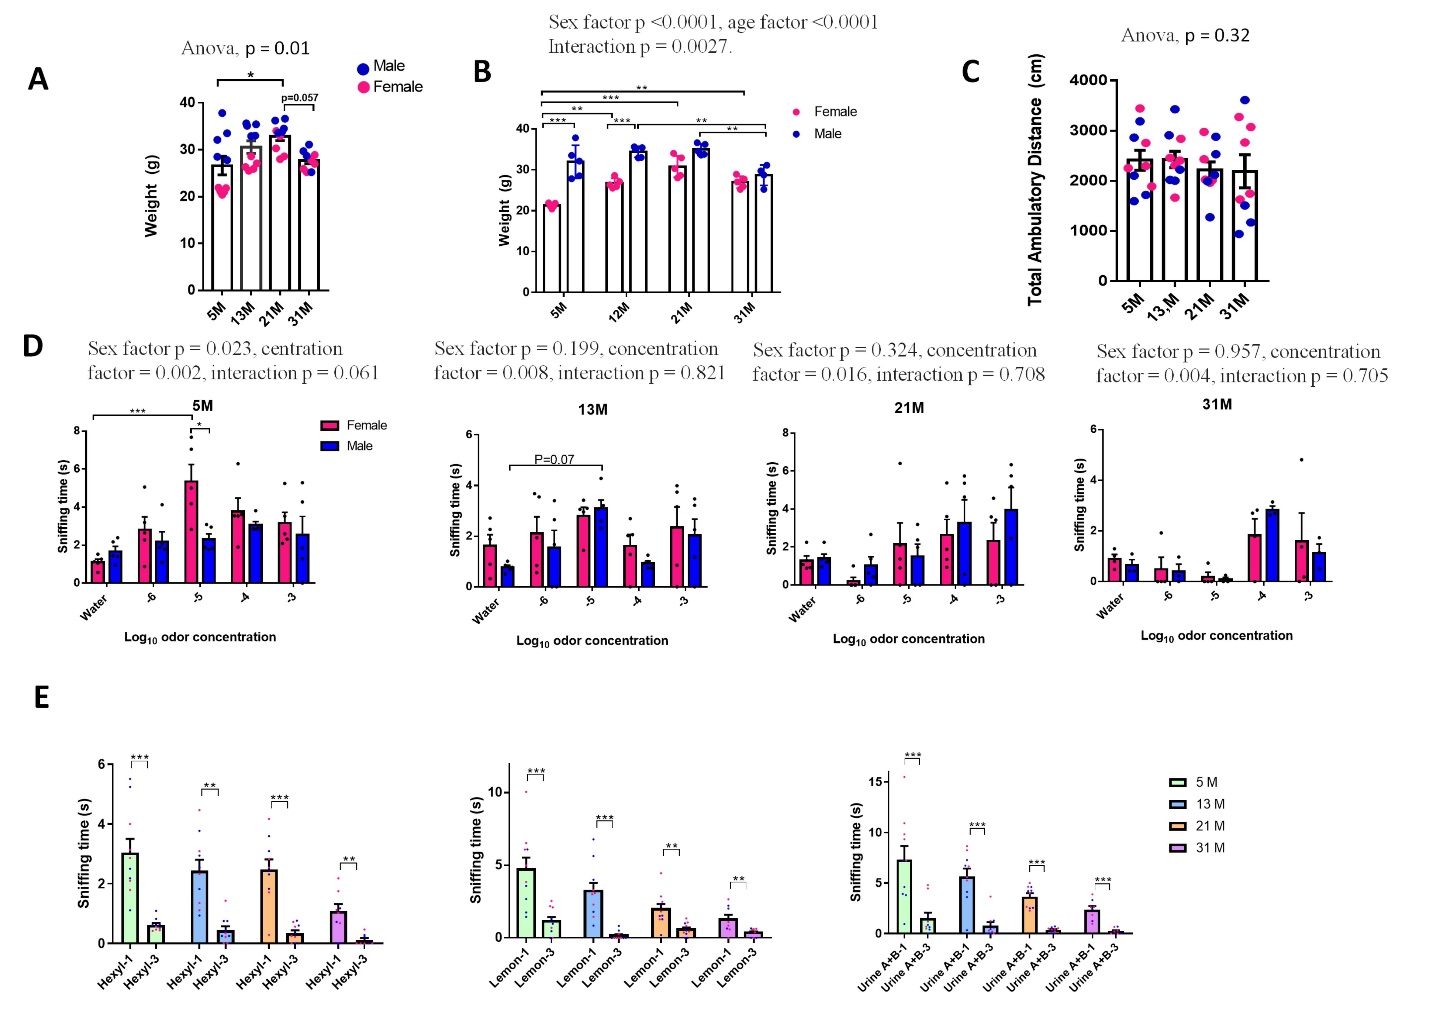
**

**Figure S1 Smelling-related behavioral changes during aging.** A. Body weights of mice. One-way ANOVA followed by Tukey's multiple comparisons test was applied for statistical analysis. N = 9-10 mice per group. B. Body weights of male and female mice at different age groups. Two-way ANOVA followed by Tukey's multiple comparisons test was applied for statistical analysis. N = 3-5 mice per group. C. Total distance traveled in the open field test. One-way ANOVA followed by Tukey's multiple comparisons test was applied for statistical analysis. N = 9-10 mice per group. D. Odor sensitivity test of male and female mice at different age groups. Two-way ANOVA followed by Tukey's multiple comparisons test was applied for statistical analysis. N = 3-5 mice per group. E. Odor habitation test. Paired t-tests (two-tailed) were performed to compare the sniffing time between the first and third presentation of odor A (A-1 and A-3). N = 8-10 mice per group. Values are mean and SEM.*P < 0.05, **P < 0.01, ***P < 0.001. N = 3-5 mice per group. Male and female mice are represented by blue and red dots, respectively, in all graphs.

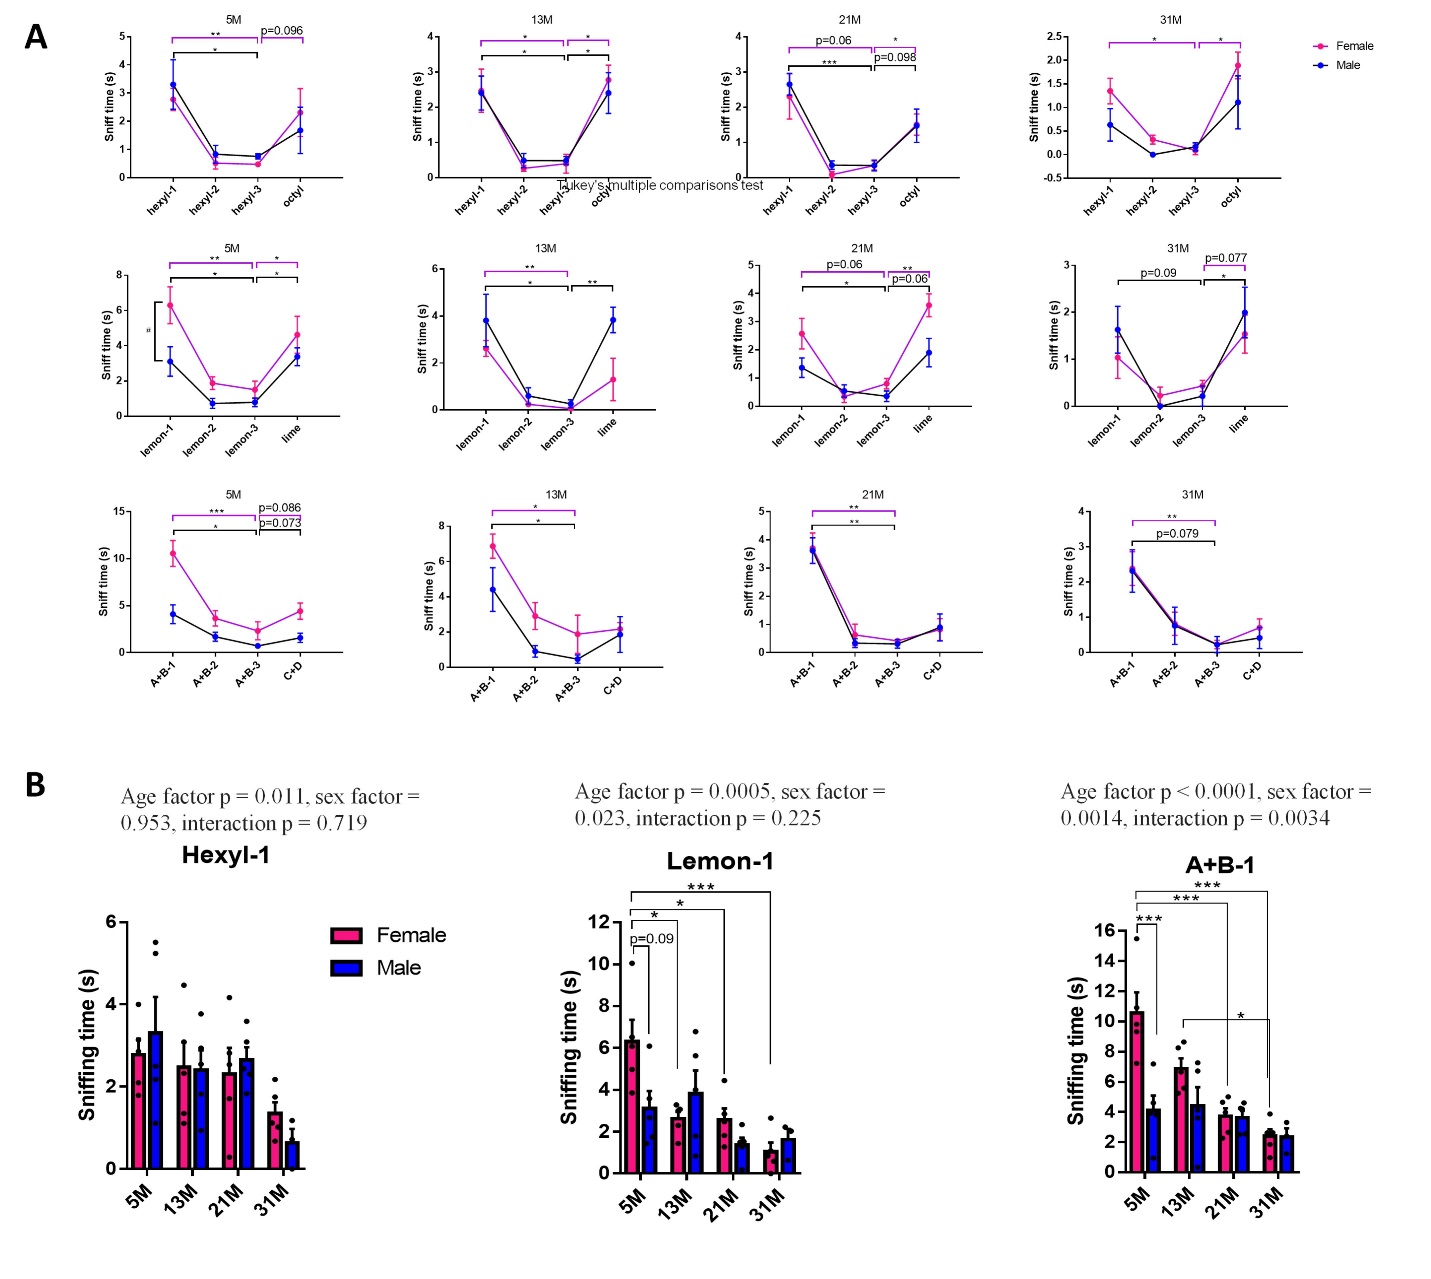

**Figure S2 Change of odor habituation and new odor investigation during aging.** A. Odor habituation -dishabituation testing of male and female mice at different age groups. Paired t-test (two-tailed) was applied to compare odor A-1 to odor A-3, and odor A-3 to odor B for male and female, respectively. N = 3-5 mice per group. B. New odor investigation of male and female at different ages. Two-way ANOVA followed by Sidak's multiple comparisons test was applied for statistical analysis. Values are mean and SEM.*P < 0.05, **P < 0.01, ***P < 0.001. N = 3-5 mice per group. The graphs and statistical analysis for male and female mice are represented in blue and red, respectively, in all graphs as indicated.

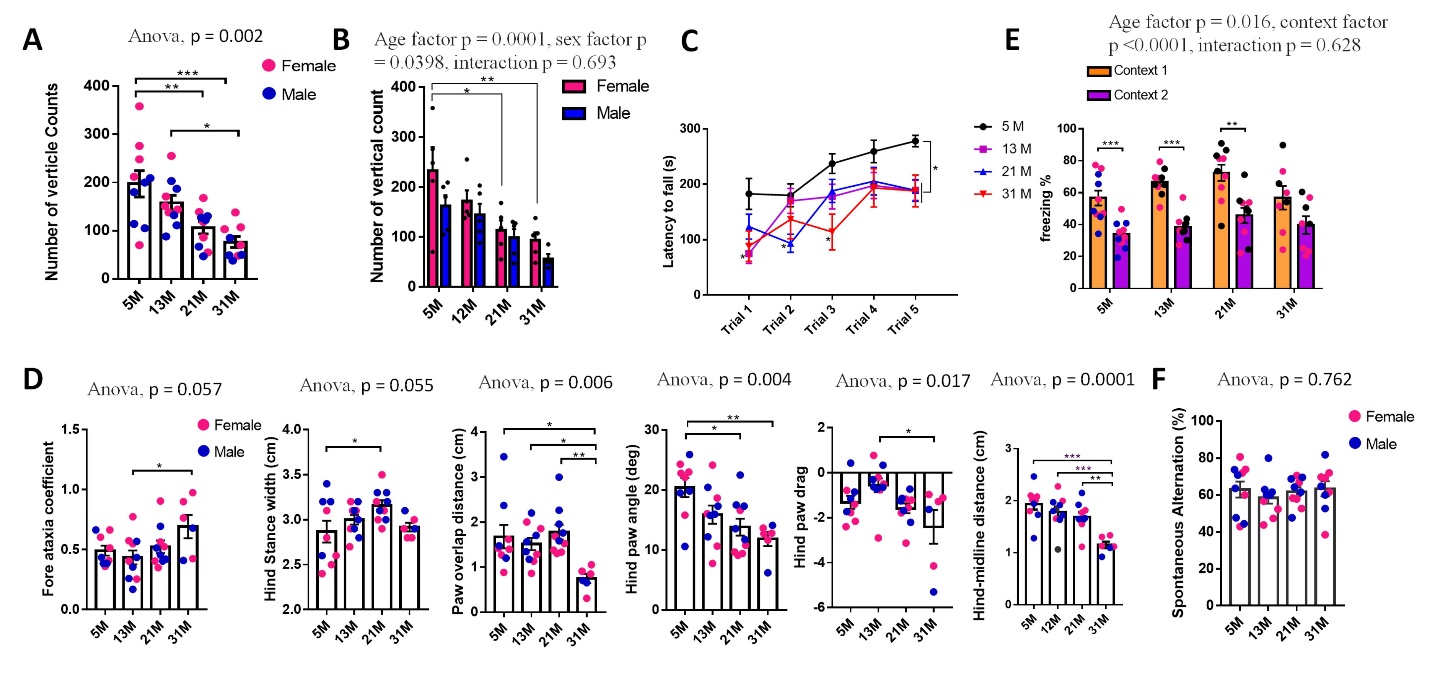

**Figure S3 Non-smelling-related behavioral changes during aging.** A-B. The number of vertical counts in open field test for mice at different ages without (A) and with the consideration of sex factor (B). One-way ANOVA followed by Tukey's multiple comparisons test and two-way ANOVA followed by Tukey's multiple comparisons test were applied for A and B, respectively. N = 9 -10 mice per group. C. Latency to fall in the rotarod test. One-way ANOVA followed by Tukey's multiple comparisons test was applied to compare the latency to fall among different age groups at the trial 5. N = 8 -10 mice per group. D. Different gait parameters in DigiGait test. N = 6-10 mice per group. One-way ANOVA followed by Tukey's multiple comparisons test was applied for statistical analysis. E. Percent freezing in fear conditioning test. Two-way ANOVA followed by Sidak's multiple comparisons test (comparison within each age group) was applied for statistical analysis. N = 8 -10 mice per group. F. Rate of spontaneous alternation in the Y-maze test. One-way ANOVA followed by Tukey's multiple comparisons test was applied. Values are mean and SEM.*P < 0.05, **P < 0.01, ***P < 0.001. N = 9 -10 mice per group. Male and female mice are represented in blue and red, respectively, in all graphs.

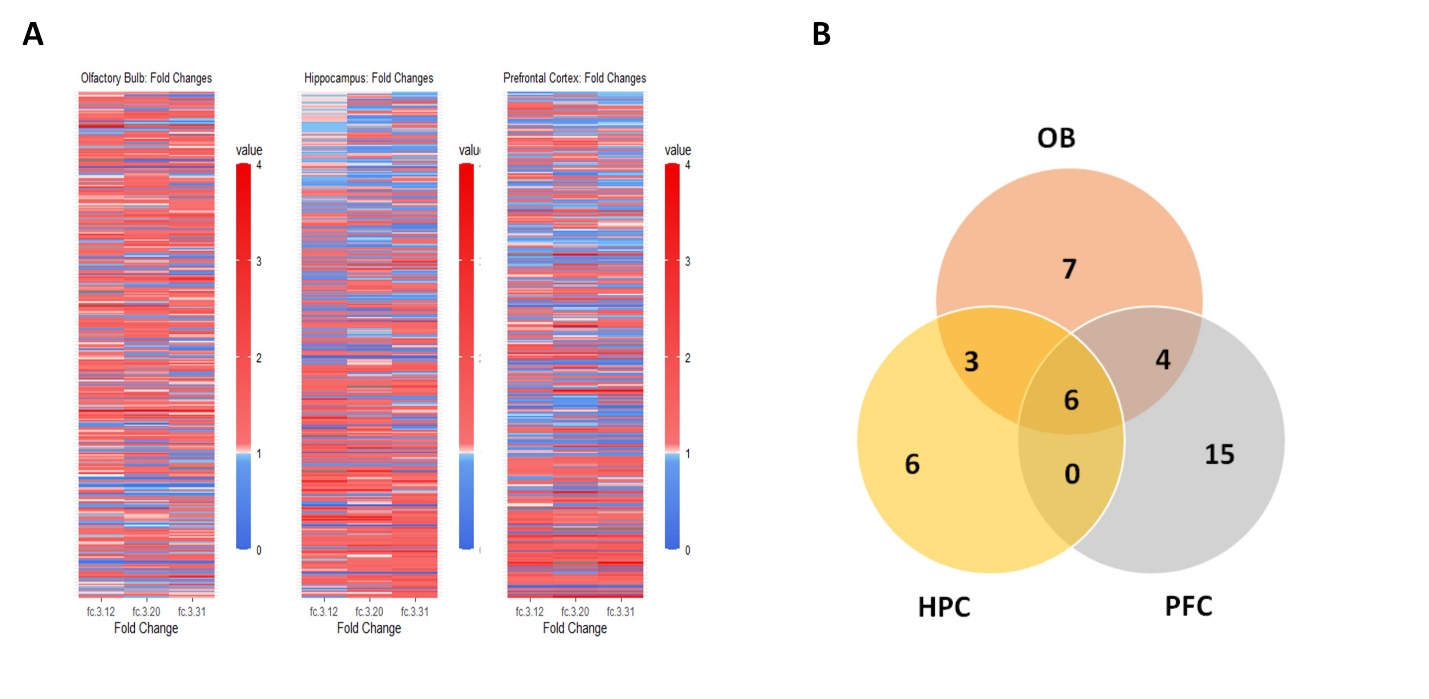

**Figure S4 Metabolites changes in aging.** A. Using fold changes, heatmaps are constructed for all analyzed metabolites. A color bar with scales for each heatmap is included. B. Venn diagram showing the number of significantly changed known metabolites based on false discover rate (FDR) corrected p-values on the fold changes as compared to 3M group. N = 5 mice per group. There are 2 male and 3 female mice in 3M, 12M and 20 M groups, 1 male and 4 female in 31M group.

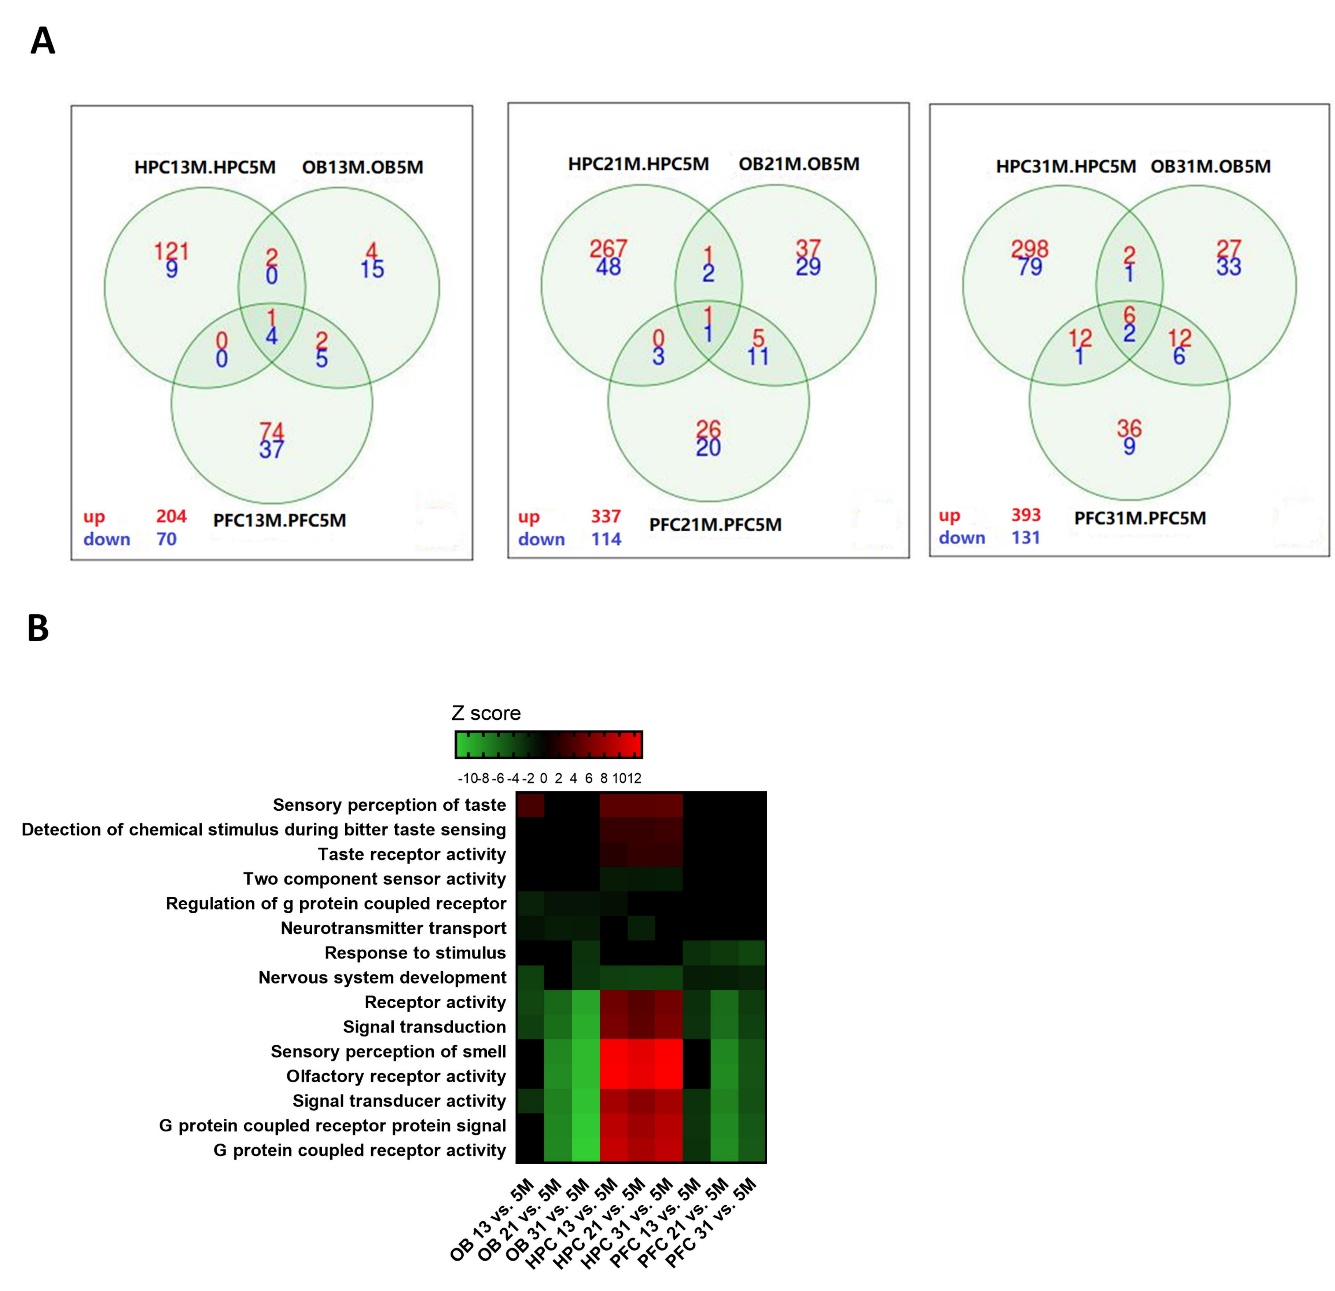

**Figure S5 Microarray analysis of genes and GO term changes in brain tissues during aging.** A. Venn diagram showing the number of significantly changed genes in different brain region as compared to respective tissue at 5M. B. Heatmap of olfaction-related GO terms that were significantly changed in at least one group of comparison. Z-score bar with scales for each heatmap is included. N = 4 mice per group, including 2 males and 2 females.

**Figure S6 Evaluation of DNA damage in brain tissues during aging.** A. Heatmap of different organelle-related GO terms. N = 4 mice per group, including 2 males and 2 females. B-D. Quantification of PARylation level of all proteins and individual proteins shown in Figure 4A-C. One-way ANOVA followed by Tukey's multiple comparisons test was applied for statistical analysis. N = 3 mice per group, including 1 female and 2 males. Values are mean and SEM.*P < 0.05, **P < 0.01, ***P < 0.001.

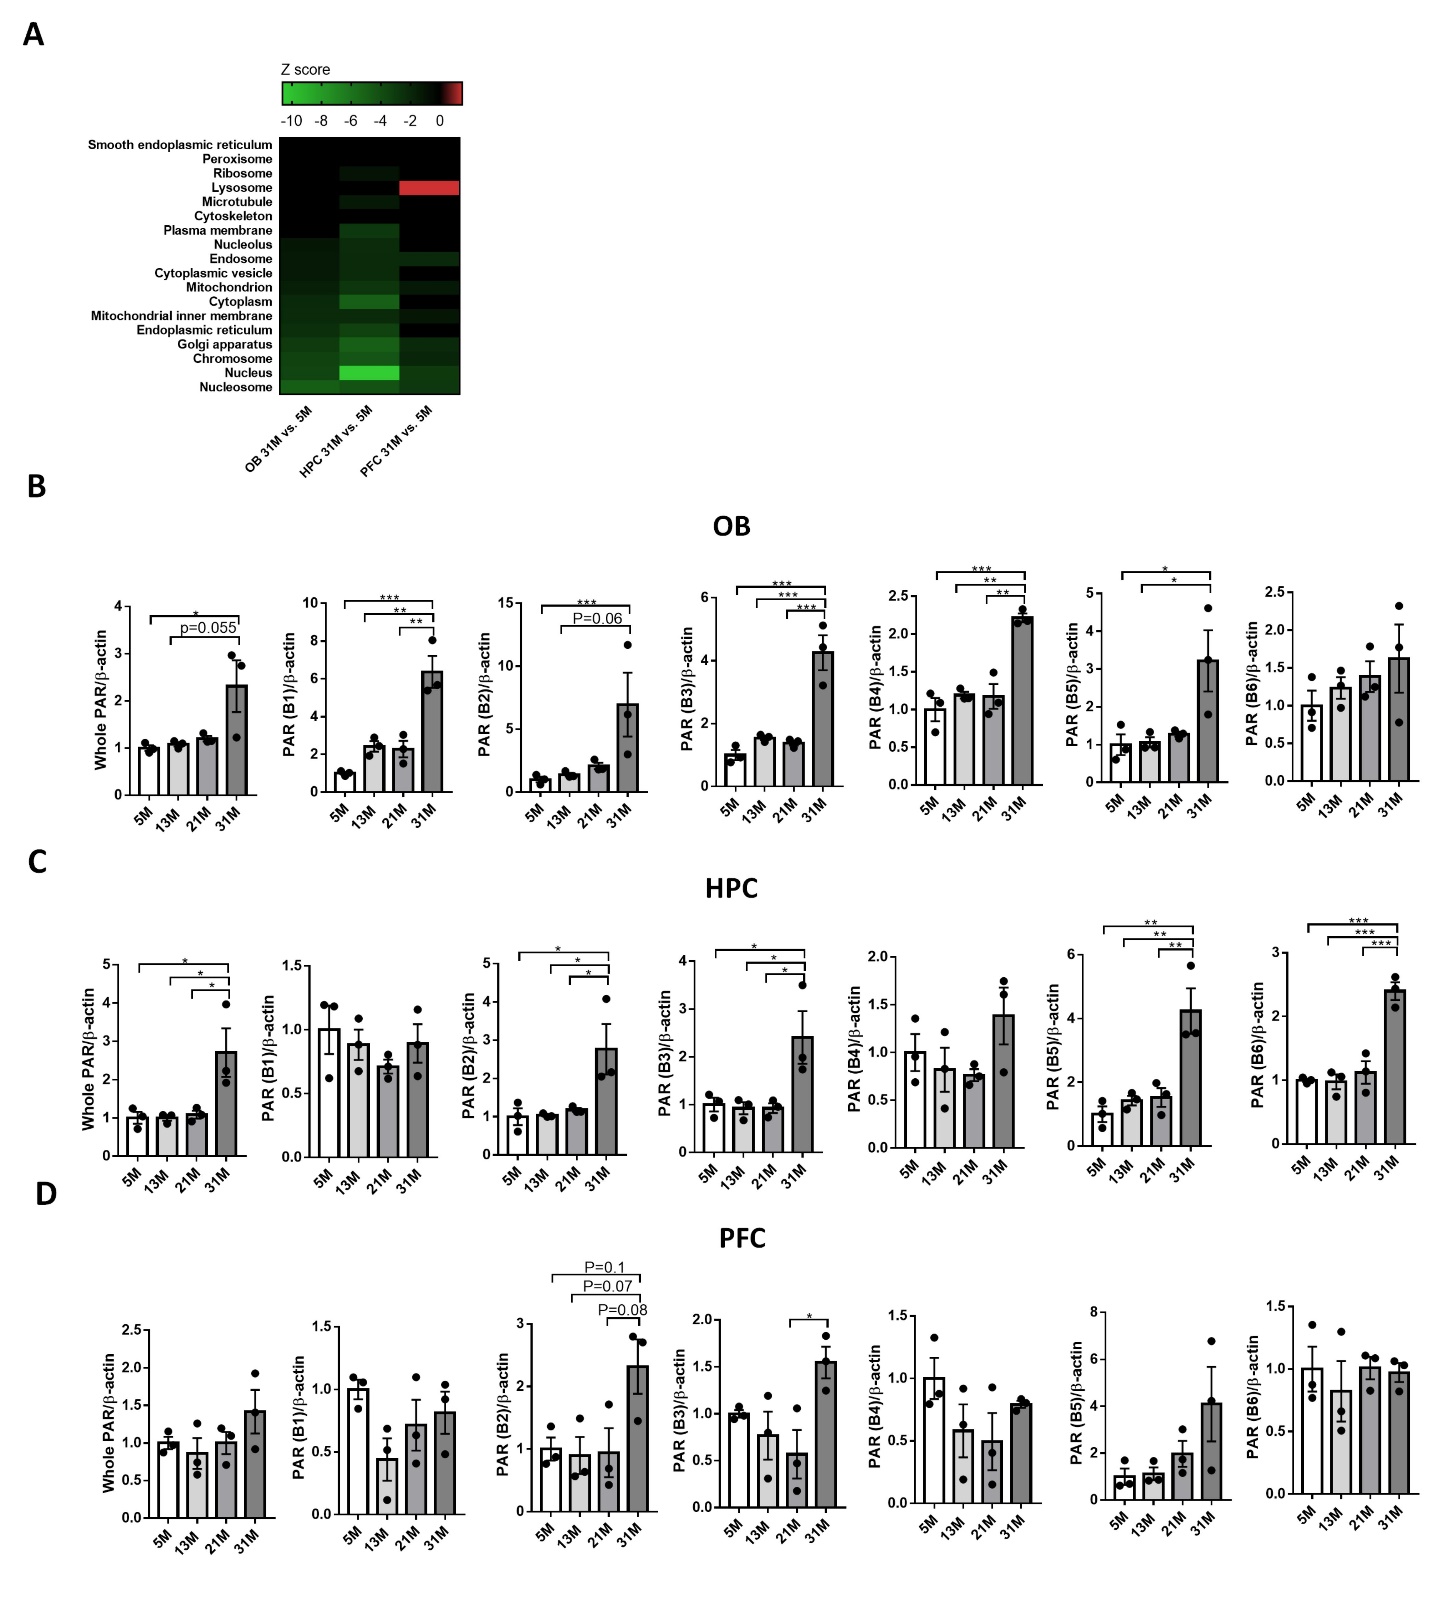

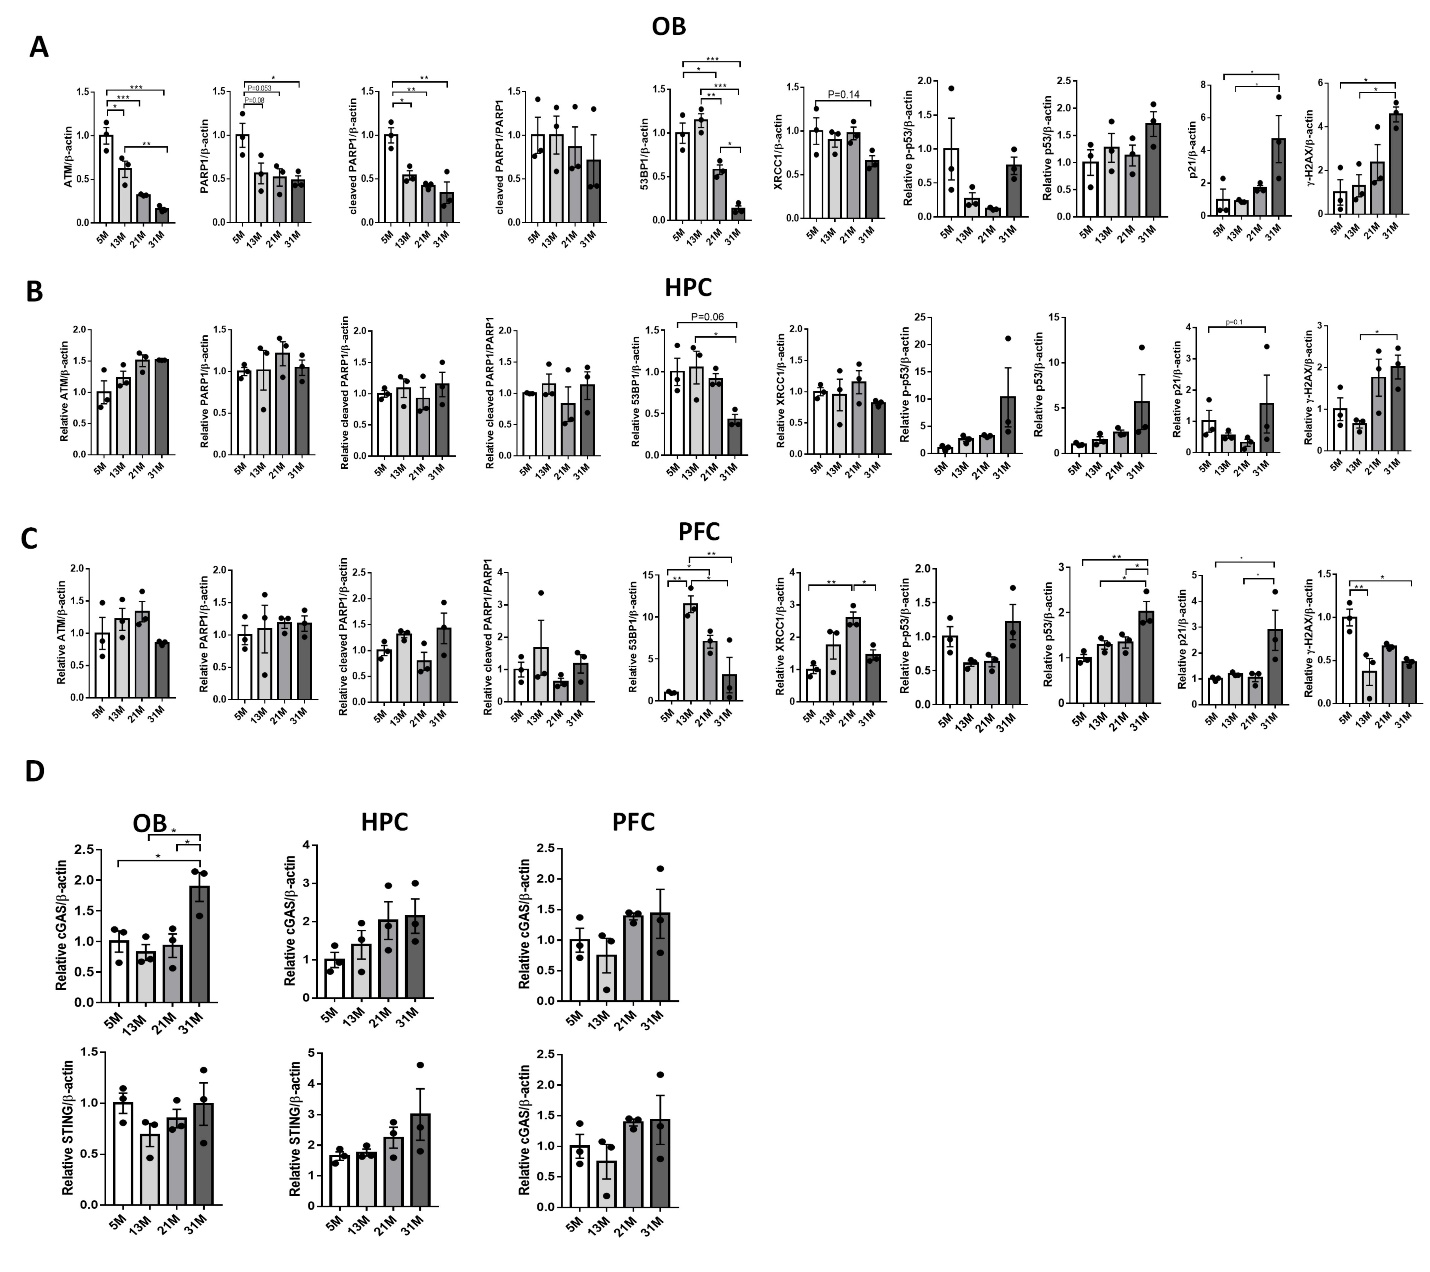

**Figure S7 Quantification of proteins related to DNA repair, damage marker and inflammation.** A-C. Quantification of DNA repair proteins and DNA damage markers in Figure 4A-C. D. Quantification of cGAS and STING level in Figure 4D-F. One-way ANOVA followed by Tukey's multiple comparisons test was applied for statistical analysis. N = 3 mice per group, including 1 female and 2 males. Values are mean and SEM.*P < 0.05, **P < 0.01, ***P < 0.001.

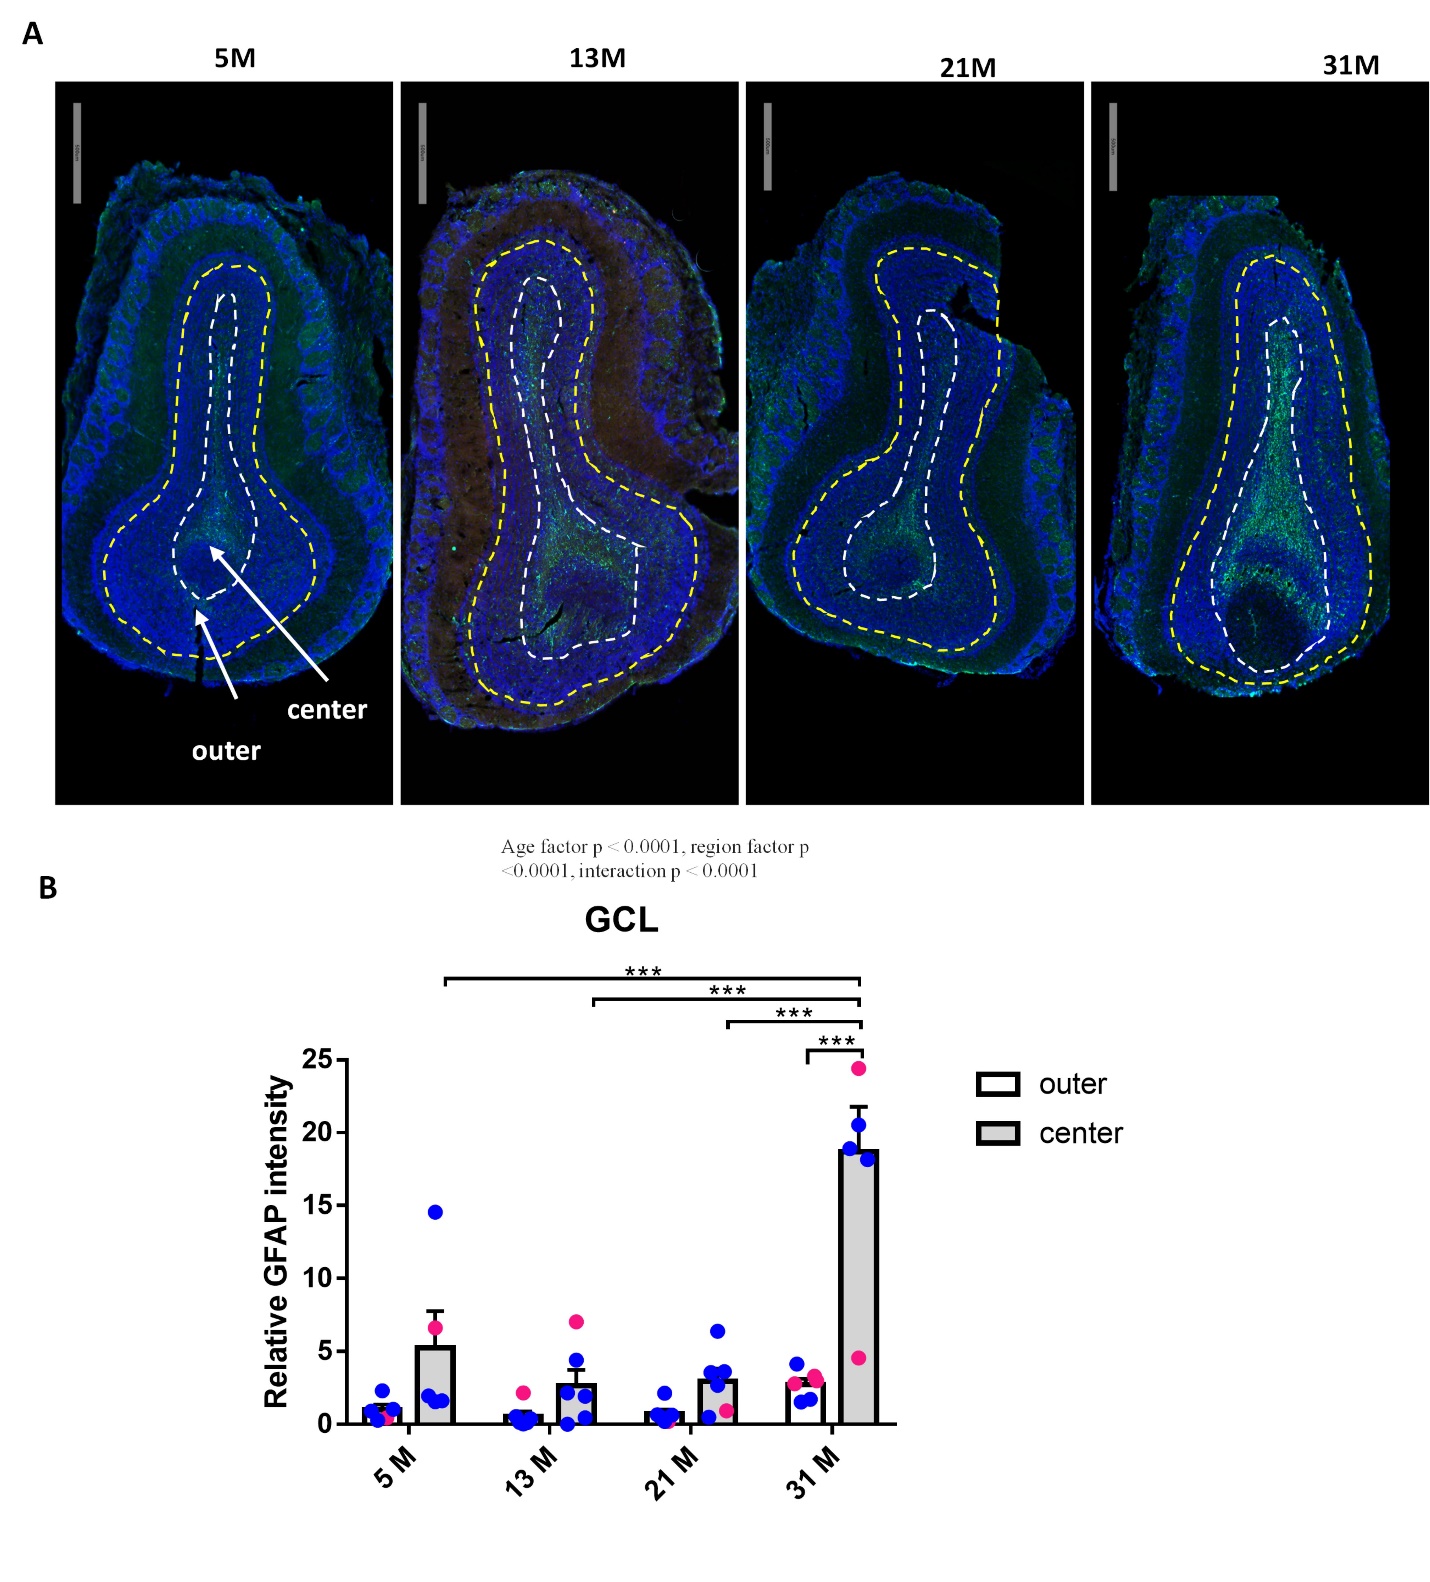

**Figure S8 GFAP staining in the center and outer region of GCL. A.** Representative images showing the center and outer regions of GCL in OBs from different age groups. Scale bars: 500 µm in images. B. Relative GFAP intensity as compared to that of outer region in OB from 5M groups. N = 5-6 mice per group; blue and red dots respectively represent male and female mice; Two-way ANOVA followed by Tukey's multiple comparisons test was applied. Values are mean and SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

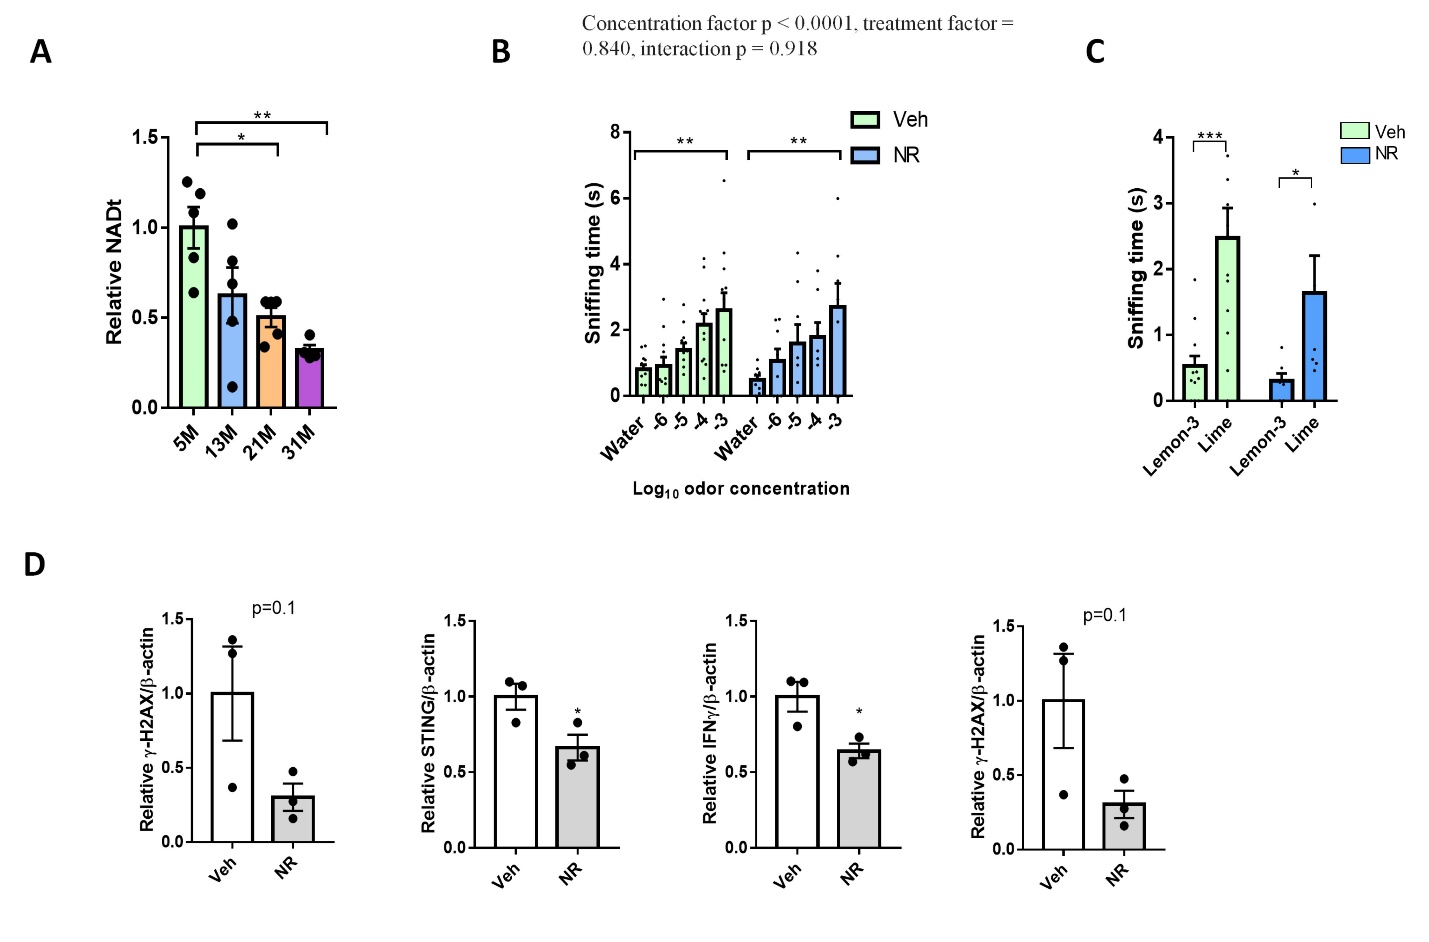

**Figure S9 Effects of NAD+ supplementation on smelling behavior and inflammation. A.** Relative tNAD level in OB tissue. N = 4-5 mice per group. One-way ANOVA followed by Tukey's multiple comparisons test was applied for statistical analysis. B. Graphic representation of odor sensitivity test. Two-way ANOVA followed by Tukey's multiple comparisons test (comparison within each treatment group) was applied for statistical analysis. N = 8-12 male mice per group. C. To characterize odor habituation and discrimination, paired t-tests were performed comparing the sniffing time between odors A-1 and A-3, and between odors A-3 B for mice with/without NR treatment. N = 7-13 male mice per group. D. Quantification of relative cGAS, STING and IFN-γ of OB tissue from mice with/without NR supply. Unpaired t-test was applied for statistical analysis. Values are mean and SEM.*P < 0.05, **P < 0.01, ***P < 0.001. N = 3 male mice per group.

How the deposited data were processed for this re-analysis (not part of the article)

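RNA of the olfactory bulb (OB), hippocampus (HPC) and prefrontal cortex (PFC) of mice aged 5M, 13M, 21M and 31M was measured on 48 Agilent oligonucleotide arrays with 1 dye, 4 arrays per region and age, 2 of them labelled male and 2 female. The authors deposited for each array the intensities of its spots as the scanner's software gave them: a processed signal, from which the software had subtracted background within the array, and the medians of spot and background. These are linear intensities with no scaling between arrays. They also deposited a table of scores per array, which was checked to equal the Z score of the log10 processed signal over all spots, controls included, of that array (largest gap 0.005). The paper names DIANE 6.0 for the analysis, and neither its text nor its supplement states the normalization or the threshold for single genes. For pathways it states more than 3 genes, a t-test p under 0.05 and a false discovery rate not above 0.3. A t-test of single genes is used here as an alternative and is called the t-test of the methods, though the paper does not name it for single genes. The 48 arrays lie on 6 slides of 8 arrays.
Probe accessions were matched to gene symbols in a RefSeq table of the assembly GRCm38.p6. The array design names another assembly, so no coordinates were used. Of 56605 probes, 32989 were matched and 23616 were not, and 7898 of the 22907 genes had more than 1 probe. Spots that the software marked as not uniform or as outliers of their probe were left out, spots of a probe were averaged, the log2 signal was expressed relative to the 75th percentile of the array over probes other than controls, and each gene was read from the probe with the highest mean over all 48 arrays. A gene was tested in a region when its probe was well above background on all 4 arrays of at least 1 age (a probe counted as well above background when at least 0.5 of its spots did).
Each region was fitted with limma (version 3.58.1, in R 4.3.3) on its 16 arrays, with the 4 ages and the labelled sex in the model and a mean-variance trend in the moderation of the variances. The comparisons were 13M, 21M and 31M against 5M, and 31M against 21M. P values were adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. These adjustments do not cover the number of comparisons. An overlap counts genes called in the same direction in each region. Expected overlaps assume independent calls among the genes tested in all regions concerned.
No gene ontology annotation was used, and 19 lists stand for the terms and for candidate sources of RNA: antigen presentation, interferon response, complement, cytokines and chemokines, microglia, astrocytes, histones, DNA repair, immediate early genes, olfactory, vomeronasal and taste receptors, other G protein coupled receptors, choroid plexus, blood, meninges, oligodendrocytes, olfactory epithelium and striatum. They were written before the data were examined. Each was tested with camera, with the correlation between genes estimated from the arrays, and adjusted over the 19 lists, and the mean of its genes per array was compared with an exact permutation test over all 70 arrangements of 4 arrays against 4 (two-sided, smallest p 0.029). The exact p is not adjusted over the lists. Differences between regions were tested by permuting the region labels within each age, on values centred per region (4900 arrangements), and adjusted over the 24 comparisons made. This takes the regions as unpaired. The replicate label may stand for 1 mouse across regions, though the sex-linked genes of label F2 at 31M go against it. The same differences were therefore also taken per label, with the ages permuted (70 arrangements), which was added after the values were seen. Lists of the genes that the paper names for microglia, sensory neurons, the olfactory bulb, BDNF, AP-1 and IL-17 signaling, of the genes common to the regions, and of genes whose proteins it measured, were tallied.
Genes are named by a rule set before the data were examined: each gene the paper names in its array results, each gene whose protein it measures, the 5 sex-linked genes, and for 31M against 5M in each region the 5 genes with the largest change among those called whose 4 arrays at 31M all lie on 1 side of all 4 at 5M. For a gene not above background on any array of 5M the fold is given as a lower bound, against the lowest signal that counts as well above background on each of those arrays (or the gene's own signal there, where higher). The bound is taken on the scale of the 75th percentile, with no shift of dim genes taken off.
Alternatives set before the data were examined were: normexp correction of background (offset 50) on spot medians, since the mean spot signal is absent from the deposited intensities; quantile normalization; Z scores within each array; the authors' deposited scores; spots marked as outliers kept; the mean over all probes of a gene; no filter on dim probes (for the lists, only genes well above background); no sex term; the replicate label as a block; only the 2 ages compared; all 48 arrays in 1 model; the slide as a block where it can be estimated; a fold of at least 1.5 or a Z ratio of at least 1.5 with an unadjusted p under 0.05 and an adjusted p not above 0.3; the t-test of the methods at the same 2 limits on p, or at an adjusted p under 0.05; camera with a preset correlation of 0.01; fry; and each array left out in turn. After first counts and array quality had been seen, 4 more were added: transcripts without a symbol, the array background as a covariate, only genes well above background on all 16 arrays of a region, and HPC at 5M without arrays F1 and F2.
The 75th percentile of the log2 signal lay between 9.73 and 12.8, and the negative controls between 1.74 and 5.39. With a log2 change of 1 given to 200 genes of simulated data with the spread of the residuals, the same model found 69% of them in OB, 23% in HPC and 82% in PFC, with 8, 0 and 7 false calls. The simulated noise was independent between genes, with no shift shared by the genes of an array, slide or row. The false calls therefore do not show how many arise on the real arrays.
Tables were read with Python 3.11.15, pandas 2.3.3 and NumPy 2.4.6 and with data.table 1.17.8, and figures were drawn with Matplotlib 3.10.9. Metabolites, staining, blots, behavior and plasma cytokines are not in the deposited arrays and were left out, as were cellular compartments other than histones and DNA repair, which were not analysed here.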

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

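The test for a mix of male and female RNA was chosen only after the result was seen. Of 83 groups of 4 arrays examined for an array standing apart from the other 3, 11 had one, where chance alone gives about 1 in 20 groups (4.2 of 83). For the sex-linked genes it was 8 of 23 groups, and for the gene lists 3 of 60, where chance gives 3.
The paper reports no expression of sex-linked genes. All 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) were well above background on 22 of the 24 arrays labelled female, and 2 of the 24 arrays labelled male had Xist and none of the 4 genes. By these 2 criteria 24 arrays go against their label. The count leaves out array M1 of HPC at 21M, labelled male, with Xist and 1 of the 4 genes, and it takes in 3 arrays labelled female that had Xist as well as the 4 genes, F2 of HPC at 5M and F1 and F2 of PFC at 31M. Array M1 of 21M stood apart in Xist in OB (-1.83) and PFC (-3.004) and in the mean of the Y-linked genes in OB (-7.84), HPC (-4.98) and PFC (-8.77), on the log2 scale relative to the 75th percentile. Array F1 of HPC at 5M, labelled female, had Xist and 3 of the 4 genes. In OB at 31M, array F2 had Xist at -1.62 and the Y-linked mean at -8.31, which is what its label calls for. It stood apart because the other 3 arrays of its group, 1 of them labelled female, carried Y-linked signal. A labelling error is a candidate explanation for these arrays, and the count of 24 goes with it. Mice that were mostly male, with the samples labelled by a plan not carried out, and a swap of samples with others outside the series stay open. A swap between male and female groups within the series would need as many males lacking Y-linked signal as females carrying it, and the counts are 2 and 22. No biological explanation was tested, since the design names none beyond sex itself.
Arrays F1 and F2 of PFC at 31M carried both Y-linked signal and Xist. On F1 the Y-linked signal was 63.9% of its level on the other 13 PFC arrays that carry all 4 genes, and on F2 22.8%. Xist was 47.3% and 105% of its level on array M1 of PFC at 21M, the only PFC array with Xist and no Y-linked gene above background. The shares add to 111% and 128%, but a level taken from 1 array has no spread, so the sums do not decide. A mix of RNA from a male and a female mouse stays open for both arrays.
In HPC at 13M the Y-linked mean of array M1 was -1.21, apart from the other 3 (mean of the group -1.12, SD 0.057). The gap is small on the log2 scale. In a group this tight an array of usual level can stand apart, and no cause was tested.
The antigen presentation genes stood apart on array F2 of OB at 13M (-0.12, the others 0.15 to 0.18) and on array M1 of OB at 31M (0.14, the others 0.37 to 0.39). The interferon response genes did so on array F1 of OB at 21M (-1.17, the others -0.79 to -0.72). Each lies toward the level at 5M. These groups show no second array at the same level. Without array M1 of OB at 31M the change of the interferon response genes from 5M was 0.76, against 0.67 with it. Differences between mice in how far these genes rise, and in the RNA or its labelling, could each give such arrays, and neither was tested. Chance alone gives as many among the gene lists (3 of 60 groups), so all 3 can be chance.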

How the results depend on the processing

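The alternatives with the array background in the model, with transcripts without a symbol, with only genes well above background on all 16 arrays of a region, with HPC at 5M without arrays F1 and F2, and the paired differences between regions were chosen only after the result was seen. Counts below are of genes changed against 5M unless 21M is named. Where no construction is given for a change, the cause was not tested.
Keeping spots marked as outliers left all 12 counts of genes changed, all 4 overlaps and all 21 values of gene lists at 31M, 21M and 13M within 1.5 times their value or on the same side. The Z score of the olfactory receptor genes over genes did move in HPC, to -7.57 at 13M, -1.49 at 21M and 3.26 at 31M. The slide as a block could be entered for 13M against 5M and for 31M against 21M only. Each of these lies within 1 slide, so the block tests nothing: the log2 change differed for 0 genes. The count in HPC at 13M was 6129, since limma approximates the standard error of a comparison for genes with missing values, 1501 in HPC, and only theirs moved. No value was given for 21M or 31M against 5M.
With normexp background correction of the spots, the counts were in OB 44 at 13M, 93 at 21M, 274 at 31M and 1 at 31M against 21M, and in PFC 420 at 21M, with 200 shared at 31M by OB and PFC, 137 by OB and HPC and 111 by all 3 regions. Olfactory receptor genes in OB at 21M turned to 0.28. The cause was not tested.
With Z scores within each array, they were in OB 8, 6 and 84 at 13M, 21M and 31M and 0 at 31M against 21M (limma), in HPC 3718 at 13M and 5782 at 21M, and in PFC 316 at 21M and 30 at 31M against 21M, with 55 shared by OB and PFC, 24 by OB and HPC and 19 by all 3. On the authors' deposited scores they were in OB 9, 3 and 71, and 0 at 31M against 21M (limma), in HPC 3363, 5677 and 6786, and in PFC 368 at 21M and 24 at 31M against 21M, with 48, 21 and 17 shared.
Olfactory receptor genes turned negative with quantile normalization in HPC (-0.46 at 13M, -0.42 at 21M and -0.38 at 31M), in OB at 31M (-0.10) and in PFC at 13M (-0.0197) and 21M (-0.0386), and the other receptors at 31M did in OB (-0.18), HPC (-0.27) and PFC (-0.0859). With Z scores within each array the same values were -0.17, -0.17 and -0.15 in HPC, -0.0387 in OB, -0.00719 and -0.0198 in PFC, and -0.06, -0.0952 and -0.0346. On the deposited scores they were -0.22, -0.24 and -0.22 in HPC, -0.0347 in OB, -0.00396 and -0.0149 in PFC, and -0.0636, -0.14 and -0.0383. With the array background in the model the olfactory receptors were at -0.84, -0.98 and -1.23 in HPC and -0.14 at 13M and -0.0454 at 31M in OB, and the other receptors at -0.40 in HPC and -0.0495 in OB. In PFC at 31M the olfactory receptors stayed positive under each of these. The cause was not tested here.
With the replicate label as a block, they were in OB 39 at 13M, 93 at 21M and 1 at 31M against 21M, and in HPC 1 at 13M. Across ages this label pairs no mice by the values: the median correlation of arrays of different ages with the same label was 0.0089 (-0.66 to 0.5), and -0.0096 with another label. Across regions at the same age it was 0.07 with the same label (23 of 48 pairs over 0.1) and -0.035 with another. The label may therefore stand for 1 mouse across regions, but the sex-linked genes go both ways. Label M1 of 21M had Xist in each region. Label F2 of 31M had Xist and no Y-linked gene in OB, and 4 Y-linked genes and no Xist in HPC. These 2 arrays cannot be from 1 mouse. Labels F1 of 31M and F1 and F2 of 5M had Xist in 1 region only. With the label taken as 1 mouse, none of the 24 differences between regions had a permutation p under 0.05 (lowest 0.057). The block takes 2 more terms from the residuals than sex does.
With only the 2 ages compared in the model, which holds fewer arrays, they were in OB 6, 58 and 77 and 4 at 31M against 21M, in HPC 2427, 0 (limma) and 5674, and in PFC 53 at 13M and 160 at 21M, with 56 shared by OB and PFC, 32 by OB and HPC, 1753 by HPC and PFC and 29 by all 3. With all 48 arrays in 1 model, which pools the spread of the regions, they were in OB 318 at 13M, 307 at 31M and 4 at 31M against 21M, in HPC 11368 at 13M, and in PFC 31, 44 and 424 and 2 at 31M against 21M, with 117 shared by OB and PFC, 335 by HPC and PFC and 96 by all 3. In that model camera passed 0.05 in PFC at 31M for antigen presentation (0.62) and interferon response (0.88).
With a fold of at least 1.5, an unadjusted p under 0.05 and an adjusted p not above 0.3, they were in OB 1458, 405 and 951, and in PFC 719, 1167 and 2923 and 1541 at 31M against 21M, with 511 shared by OB and PFC, 551 by OB and HPC and 358 by all 3. With a Z ratio of at least 1.5 and the same limits on p they were in OB 1278, 104 and 751 and 0 at 31M against 21M (limma), in HPC 2271, 2435 and 2578, and in PFC 1098 at 13M, 1728 at 31M and 1116 at 31M against 21M, with 555 shared by HPC and PFC and 54 by all 3.
With the t-test of the methods at an unadjusted p under 0.05 and an adjusted p not above 0.3 they were in OB 234, 910 and 1674 and 694 at 31M against 21M, in HPC 5805 at 21M and 1 at 31M against 21M, and in PFC 978 at 13M and 2121 at 21M, with 934 shared by OB and PFC, 600 by OB and HPC and 418 by all 3. At an adjusted p under 0.05 the same test gave in OB 0, 11 and 64, in HPC 1, 0 and 3156, and in PFC 8, 55 and 2976 and 0 at 31M against 21M, with 28, 15, 885 (HPC and PFC) and 14 shared. That test takes the spread of each gene from 8 arrays alone.
With the array background in the model they were in OB 12 at 13M and 373 at 21M, in HPC 9831 at 13M, and in PFC 105 at 13M and 14 at 31M against 21M, with 850 shared by HPC and PFC, where independent calls would share 1050 and 537 more were called in opposite directions, and 113 by all 3. With quantile normalization they were in OB 1 at 31M against 21M, and in PFC 428 at 21M and 30 at 31M against 21M, with 1409 shared by HPC and PFC. The mean over all probes and no filter on dim probes each gave 1 in OB at 31M against 21M. Without the sex term they were in HPC 3590 at 13M and in PFC 34 at 31M against 21M. With transcripts without a symbol, which adds features, they were in HPC 9501, 17590 and 19427 and in PFC 9351 at 31M, with 5572 shared by HPC and PFC. With only genes well above background on all 16 arrays, which tests fewer genes, they were in PFC 2835 at 31M, with 1306 shared by HPC and PFC.
No list passed 0.05 with camera and an estimated correlation at 31M, or for olfactory receptors at 13M and 21M. With a preset correlation of 0.01, which leaves most of the correlation out, 13 of 21 values did: antigen presentation (0.48 in OB, 1.06 in HPC, 0.63 in PFC), interferon response (0.67, 1.11 and 0.88), histones in OB (-0.26) and PFC (-0.081), and olfactory receptors in OB at 13M (1.32) and 31M (0.74), HPC at 31M (0.90) and PFC at 13M (0.37) and 31M (0.90). With fry, which tests the genes of the list and not their difference from others, 9 of 21 did: antigen presentation and interferon response in each region, with the same changes, olfactory receptors in PFC at 31M and the other receptors in HPC (0.42) and PFC (0.35). Without arrays F1 and F2 of HPC at 5M the histone genes in HPC turned to -0.0941.
With each array left out in turn, the counts ranged from 16 to 272 in OB at 13M, 42 to 424 at 21M, 136 to 705 at 31M and 0 to 6 at 31M against 21M. In HPC they ranged from 0 to 10005, 1211 to 11190 and 6866 to 11670 (0 in each fit at 31M against 21M, by limma), and in PFC from 107 to 348, 221 to 1149, 3725 to 4816 and 3 to 96. The lowest were without M2 of 13M, F1 of 21M, M2 of 31M and M2 of 21M in OB, M1 of 13M, F1 of 21M and F1 of 31M in HPC, and F1 of 13M, M2 of 21M, M2 of 31M and F1 of 21M in PFC. The highest were without F2 of 5M in OB (M1 of 31M against 21M), M2 of 5M in HPC, and F2 of 5M, M1 of 21M, F2 of 5M and M1 of 31M in PFC. Overlaps ranged from 94 to 420 for OB and PFC, 71 to 297 for OB and HPC and 57 to 193 for all 3, lowest without OB 31M M2 and highest without OB 5M F2, and from 2119 (without HPC 31M F1) to 2712 (without PFC 5M F2) for HPC and PFC.
Antigen presentation at 31M ranged in the same way from 0.41 to 0.58 in OB, 0.92 to 1.18 in HPC and 0.55 to 0.72 in PFC, interferon response from 0.58 to 0.76, 0.80 to 1.34 and 0.81 to 1.03, histones from -0.39 to -0.17, 0.18 to 0.48 and -0.12 to -0.03, and the other receptors from 0.08 to 0.39, 0.26 to 0.56 and 0.30 to 0.41. Camera passed 0.05 in 1 fit for antigen presentation in OB (adjusted p = 0.0369 from limma) and in 1 for interferon response in OB (adjusted p = 0.0468). Olfactory receptors ranged in OB from 0.77 to 1.81 at 13M, -0.16 to 0.15 at 21M and 0.24 to 0.98 at 31M, in HPC from -0.075 (without 5M M1) to 0.73, 0.22 to 1.20 and 0.44 to 1.25, and in PFC from 0.23 to 0.49, 0.12 to 0.40 and 0.74 to 1.01. At 21M in OB the sign turned in 3 of 8 fits (0.15 without OB 5M F2, 0.08 without OB 21M M2 and 0.007 without OB 21M F1).
Of single genes named, Dclk1 in OB turned to 0.0916 on Z scores within each array and with the Z ratio, and Vgf in OB ranged from -0.53 without OB 5M replicate M1 to 0.36 without OB 5M replicate M2. The cause was not tested.
Signal over background limits dim genes: F1 and F2 of HPC at 5M had negative controls at 5.39 and 4.93 on the log2 scale, and the others between 1.74 and 4.06, so genes near background in HPC at 5M are read less surely on these 2 arrays.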

Differences from the paper's values

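The alternatives with the array background in the model, with transcripts without a symbol, with only genes well above background on all 16 arrays of a region, and without arrays F1 and F2 of HPC at 5M were chosen only after the values were seen, and the ranges printed here take them in. The paper's values are read by eye from its figures.
In OB, the paper's number of genes changed is about 33 at 13M in Figure S5A, and here it is 98. Of 16 alternatives, normexp background correction (44) and the replicate label as a block (39) fall within 1.5 times the paper's value, and the other 14 do not. Leaving out array F1 of OB at 13M (28), array M2 of OB at 5M (35) or array F1 of OB at 5M (36) also does. At 21M the paper shows about 87 in Figure S5A, and here it is 183. Of 15 alternatives, normexp background correction (93), no filter on dim probes (123), the replicate label as a block (93), only the 2 ages compared (58), all 48 arrays in 1 model (127) and a Z ratio of at least 1.5 (104) fall within it and the other 9 do not. Leaving out array M2 (69) or array F1 (79) of OB at 5M does too. At 31M the paper shows about 89 in Figure S5A, and here it is 465. Of 15 alternatives, Z scores within each array (84), the authors' deposited scores (71), only the 2 ages compared (77) and the t-test of the methods at an adjusted p under 0.05 (64) fall within it, and the other 11 do not.
In HPC, the paper shows about 140 genes at 13M, about 320 at 21M and about 400 at 31M in Figure S5A, and here they are 6045, 8914 and 10295. No alternative falls within 1.5 times any of them. The alternatives range from 1 to 11368 at 13M, from 0 to 17590 at 21M (limma and the t-test of the methods at an adjusted p under 0.05 give the 0) and from 2578 to 19427 at 31M.
In PFC, the paper shows about 120 genes at 13M in Figure S5A, and here it is 352. None of the 16 alternatives set before falls within 1.5 times it. The array background in the model, chosen after the values were seen, gives 105, and leaving out array M2 (117) or F1 (107) of PFC at 13M or array F1 of PFC at 5M (161) falls within it. At 21M it shows about 67 in Figure S5A, and here it is 722. The t-test of the methods at an adjusted p under 0.05 (55) falls within it and the other 14 alternatives do not. At 31M it shows about 84 in Figure S5A, and here it is 4818, with no alternative within it (424 to 9351).
For genes shared at 31M, the paper shows about 26 for OB and PFC in Figure S5A and about 11 for OB and HPC, and here they are 314 and 225. The t-test of the methods at an adjusted p under 0.05 gives 28 and 15, within 1.5 times the paper's values, and the other 14 alternatives do not. The paper names that test for pathways and not for single genes, so a like count does not show that it was used. For HPC and PFC the paper shows about 21 in Figure S5A and here it is 2670 (335 to 5572 over the alternatives), and for all 3 regions it shows about 8 and here it is 170 (14 to 418), with no alternative within 1.5 times either.
The paper's Z score of the olfactory terms, in Figure S5B, is set here beside that of the olfactory receptor genes. A value counts as within the paper's when it lies no more than 1 from it, the standard error of a Z where nothing changed, which is a choice made here. In OB it is about 0 at 13M, about -7 at 21M and about -9 at 31M in Figure S5B, and here it is 28.9, -4.48 and 18.3. Z scores within each array give -8.17 at 31M, within the paper's value. No other alternative does at 31M and none at 13M (1.33 to 29) or 21M (-12.3 to 22.4). Of the same sign and within 1.5 times are also the deposited scores (-9.53) and the mean over all probes (-5.76) at 21M and quantile normalization (-6.43) at 31M. In PFC it is about 0 at 13M, about -7 at 21M and about -4 at 31M in Figure S5B, and here it is 21.2, 7.62 and 24. Z scores within each array give -7.96 at 21M, and no other alternative falls within the paper's value at 21M and none at 13M (1.15 to 21.2) or 31M (-1.15 to 24.1). Of the same sign and within 1.5 times are also quantile normalization (-5.42) and the deposited scores (-5.8) at 21M.
In HPC it is about 12 at 13M, about 12 at 21M and about 12 at 31M in Figure S5B, and here it is -0.25, 5.6 and 9.57. None of the 6 alternatives set before falls within these. The value at 31M, and normexp background correction at 21M (9.78) and 31M (8.5), are within 1.5 times. Without arrays F1 and F2 of HPC at 5M, chosen after the values were seen, the deposited scores give 11.7 at 13M and 11.8 at 31M, and quantile normalization gives 12.1 at 13M and 13 at 21M. Without the same 2 arrays the main values are 33.5, 33 and 34, those with normexp background correction 22.1, 27.1 and 24.3, those with spots marked as outliers kept 36, 35 and 36.3, those of the mean over all probes 31.8, 31.2 and 32.2, and those of Z scores within each array 8.15, 7.68 and 9.25.
The paper has the number of genes changed rise with age in each region. Here it rises in OB under 14 of 19 ways of processing, in HPC under 17 of 20 and in PFC under 18 of 19, while the paper's own counts for PFC in Figure S5A do not rise. The paper has OB share more genes with PFC than with HPC. At 31M it does so here, and at 13M and 21M the numbers are 20 and 38, and 65 and 70, where independent calls would share 0.943 and 14.1, and 3.35 and 36.7.
Of the 8 genes that the paper calls changed in all 3 regions at 31M, 5 are called here in OB. Irf7 (log2 change 1.24, adjusted p = 0.0594 from limma), Ifi27l2a (1.08, adjusted p = 0.123) and Egr2 (-1.42, adjusted p = 0.149) are not. The mean over all probes of the gene (adjusted p = 0.0125), the array background in the model (0.0195, chosen after the values were seen), a fold of at least 1.5, a Z ratio of at least 1.5 and leaving out array M1 of OB at 31M (0.00625) call Irf7. The t-test of the methods at an adjusted p not above 0.3, the fold, the Z ratio and leaving out array M1 of OB at 31M (0.0141) call Ifi27l2a, and the fold and the Z ratio call Egr2.
The paper gives 14 genes related to sensory neurons as changed in OB alone. Here 11 are called in OB, and 3 of these (Calca, Fndc9 and Hrh3) in OB alone. Dclk1, Adcyap1 and Vgf are not called in OB. The mean over all probes calls Dclk1 (-0.46, adjusted p = 0.0106 from limma) and Adcyap1 (-0.73, adjusted p = 0.0261). Adcyap1 is also called by the t-test of the methods at an adjusted p not above 0.3, and with the array background in the model, chosen after the values were seen (adjusted p = 0.027). Vgf is called only without array M1 of OB at 5M (-0.53, adjusted p = 0.00418). Of the 4 genes related to the olfactory bulb 3 are called in OB and 0 of these in OB alone by limma.
The paper has BDNF, AP-1 and IL-17 signaling changed in OB alone. Of the 9, 4 and 3 genes it names, 7, 3 and 2 are called here in OB, 5, 3 and 2 in HPC and 5, 2 and 2 in PFC, and Dusp4 alone is called only in OB. Fos (adjusted p 0.322 in OB from limma, and 0.174 to 0.552 over the alternatives) and Ramp1 (0.745, and 0.145 to 0.982) are not called in OB under any alternative.
The paper has terms for smell and G protein coupled receptors fall at 31M in OB and PFC. In mean log2 change the olfactory receptor genes here rise by 0.74 in OB and 0.90 in PFC and the other receptors by 0.29 and 0.35. Quantile normalization, Z scores within each array and the deposited scores give a fall of both in OB and of the other receptors in PFC. The array background in the model, chosen after the values were seen, gives a fall of both in OB. The Z score over genes, which is relative to all genes, was negative for the other receptors. In OB and PFC it was -1.18 and -0.52 on the main scale and -5.86 and -3.97 on the deposited scores. For these receptors that is the paper's direction.
The paper has the nucleus as the compartment most reduced across regions. Histone genes, which cover only a part of it, rise by 0.35 in HPC here. Without arrays F1 and F2 of 5M, chosen after the values were seen, they fall (-0.09). That rise is smaller than the shift of all genes in HPC on the main scale. Relative to all genes, the Z score over genes was -5.49 in OB, -0.95 in HPC and -4.18 in PFC. On the deposited scores it was -4.02, 0.72 and -3.38.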

Other observations

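The tests on arrays F1 and F2 of HPC at 5M, on the array background, on the slides, on immune genes within slides, on abundant single genes of the lists, and on differences between regions in the immediate early genes were chosen only after the result was seen.
Arrays F1 and F2 of HPC at 5M differ from the other 46. Their 75th percentile is higher, and of 603 genes that were dim on all other arrays, 40.5% and 49.6% were well above background on them. PFC in place of the hippocampus is argued against by genes that tell the regions apart. On these the 2 arrays lie at 0.059 at most, where HPC is 0 and PFC is 1. Toward OB they lie at 0.015 at most. No other brain region was tested. Their median correlation with the arrays of HPC was 0.834 and 0.84, where each other array had at least 0.972 with its own region. Arrays M1 and M2 of the same group lie further toward PFC, at 0.25 each, for which no cause was tested. Labelled material other than messenger RNA, such as genomic DNA, could raise dim genes in this way, and the share of 40.5% goes with it, but it cannot be told apart from a difference in labelling or scanning, since the array carries no probe set that separates them. The design names no biological difference between these 2 mice and the others of their group besides labelled sex. Beyond the label, F1 carried Xist and 3 of 4 Y-linked genes and F2 carried Xist and all 4, so a mix of RNA stays open for them and was not tested.
More genes were called in HPC than in OB or PFC. With the background of each array in the model, 8912 genes were called at 31M. That count cannot exclude array background as the whole cause, since background and age go together in HPC. Relative to the 75th percentile, the negative controls lay at -8.41 to -7.46 at 5M and at -7.09 to -6.69 at 31M. Arrays F1 and F2 as the whole cause are argued against by the count without them, 12000 (4808 at 13M and 8342 at 21M). It rests on M1 and M2 alone at 5M. At 13M against 5M, on 1 slide in each region, 6045 genes were called in HPC, 98 in OB and 352 in PFC, an excess that the slide does not explain at that age. The count in HPC falls to 0 without array M1 of HPC at 13M (limma), so this does not exclude the slide as the whole cause at 31M, and at 31M against 5M it cannot be told apart from age; a stronger response of HPC to age stays open and untested. Counts do not show that HPC differs from another region for any gene.
The olfactory receptor genes moved with other dim genes. Their difference from genes outside chemosensation with a like signal had an exact permutation p of 0.37 at 13M, 0.086 at 21M and 0.057 at 31M in OB, 0.46, 0.49 and 0.63 in HPC and 0.23, 0.14 and 0.94 in PFC. A shift of dim probes with the scale of each array may therefore account for the change of this set in each region and age. A change of the receptors themselves is not excluded where the difference is small against its spread, and in HPC the SD of the difference at 5M was 0.75. On F1 and F2 of HPC at 5M the receptors (-3.92 and -3.85) lay above the matched genes (-4.69 on both).
Vomeronasal receptor genes changed from 5M to 31M by 0.76 in OB, 0.82 in HPC and 0.83 in PFC (exact permutation p = 0.11, 0.43 and 0.029), and taste receptor genes by 0.98, 1.54 and 1.04 (exact permutation p = 0.14, 0.11 and 0.029). Astrocyte genes changed by 0.06, 0.23 and 0.25 (exact permutation p = 0.37, 0.37 and 0.17). Of the 5 genes that the paper relates to microglia, 4 were called in OB, 5 in HPC and 5 in PFC.
RNA from other tissue could raise immune genes at 31M. The smallest exact permutation p among the lists for blood, meninges and choroid plexus that rose was 0.029 in OB, 0.057 in HPC and 0.029 in PFC, each for the choroid plexus (12, 14 and 11 of its 15 genes are above background in the region). Of its abundant genes, Ttr rose by 1.90 in OB, 3.94 in HPC and 1.66 in PFC (exact permutation p = 0.057, 0.057 and 0.14) and Enpp2 by 0.06, 0.78 and 0.21 (exact permutation p = 0.49, 0.17 and 0.029). The blood list changed by 0.13 in OB, -0.08 in HPC and -0.29 in PFC (exact permutation p = 0.74, 0.91 and 0.51) and Hba-a1 fell by 0.27, 1.28 and 0.77 on the log2 scale (exact permutation p = 0.91, 0.17 and 0.4). With 4 arrays per group this shows no rise of blood RNA and does not exclude a small one. The meningeal list changed by -0.15, 0.30 and 0.10 (exact permutation p = 0.23, 0.66 and 0.86), and its most abundant genes by -0.08 in OB (Islr), -0.74 in HPC (Dcn) and 0.06 in PFC (Col1a2). Without array F1 of HPC at 31M the choroid plexus list rose by 1.05 there, and without array M1 of OB at 31M by 0.30 in OB. The list was not raised at 31M alone. Its mean at 5M, 13M and 31M was -3.02, -2.33 and -2.50 in OB and -2.20, -0.40 and -0.25 in HPC. In PFC it was -3.56, -3.24 and -2.78. In HPC at 13M array M1 stood at 3.12 and the others at -1.37 or below. The slide as the whole cause is argued against by the changes within slides, 13M against 5M and 31M against 21M. Each of these steps is also one between rows of a slide, from which it cannot be told apart. Against 5M the immune lists rose at 13M and 31M by 0.57 and 0.60 in OB, 0.67 and 1.09 in HPC and 0.14 and 0.76 in PFC. The values in OB go with the rows. Summed, the mean of all immune lists rose within slides by 1.00 in OB, 0.94 in HPC and 0.62 in PFC, and by 0.83, 0.60 and 0.565 relative to the median of all genes, with a permutation p of at most 0.0033, 0.031 and 0.00082. From 21M to 31M alone, which was tested first, the exact permutation p was 0.029, 0.31 and 0.057, and the sum was taken after that. In HPC the step from 5M to 13M rests in part on arrays F1 and F2 of 5M. The pooled lists include 86 cytokine and chemokine genes, which are dim. Dim genes outside chemosensation rose by 1.44 in OB at 13M. Taking off the median of all genes need not remove such a shift, and the immune lists were not compared with dim genes. A part from the slide, an effect of its rows and a shift of dim probes stay open in each region. A share of choroid plexus in the older samples and a rise of immune genes with age also stay open there, the last untested against the others.
Oligodendrocyte genes changed by -0.16 in OB, -0.05 in HPC and 0.26 in PFC (exact permutation p = 0.23, 0.74 and 0.029). Striatal genes changed by 0.01, 0.31 and 0.01 (exact permutation p = 0.97, 0.029 and 1) and olfactory epithelium genes by -0.08, 0.40 and 0.45 (exact permutation p = 0.89, 0.43 and 0.029), with Omp at -0.35 in OB (exact permutation p = 0.086).
Immediate early genes were lower at 31M than at 5M in OB (exact permutation p = 0.029). Handling or the hour of collection could lower them, and age cannot be told apart from either, since the labels give no time of collection and each age may have been collected apart. Their change differed between no 2 regions (permutation p = 0.12 for HPC against OB, 0.19 for HPC against PFC and 0.58 for PFC against OB).
Other splits of the same 8 arrays into 4 and 4 were counted for each comparison. With at least as many genes called, there was 1 split of 35, the real one, for 13M, 21M and 31M against 5M in each region and for 31M against 21M in OB and PFC, so chance is excluded at that level for these counts. For 31M against 21M in HPC, where 0 genes were called by limma (200 at an unadjusted p under 0.05, and 1 by the t-test of the methods), all 35 splits gave as many, and another split gave 2061. The highest other split gave 29 in OB at 13M, 138 in OB at 21M, 3941 in HPC at 21M and 3812 in HPC at 31M. The last 2 put F1 and F2 of 5M together with 2 older arrays. For each overlap at 31M, 1 of 100 drawn splits, the real one, gave as many shared genes (the highest other was 879, for HPC and PFC).
Among the genes of proteins that the paper measured, Cdkn1a (-0.35) and Trp53bp1 (-0.36) were called lower in OB at 31M. In HPC, Aif1 (0.89), Csf3 (3.21), Cxcl1 (1.16), Gfap (0.61) and Sting1 (0.61) were called higher. In PFC, Aif1 (0.94), Gfap (1.39), Cgas (0.35) and Csf3 (at least 1.7-fold) were called higher and Cdkn1a (-0.70) and Trp53bp1 (-0.32) lower. The bound for Csf3 takes off no shift of dim genes, and those matched to olfactory receptors rose by 0.90 in PFC on the log2 scale. Gfap changed by 0.20 in OB and was not called (adjusted p = 0.443 from limma).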
